# IL-6/ERK signaling pathway participates in type I IFN-programmed, unconventional M2-like macrophage polarization

**DOI:** 10.1038/s41598-022-23721-9

**Published:** 2023-02-01

**Authors:** Limin Yang, Panpan Guo, Pei Wang, Wei Wang, Jianghuai Liu

**Keywords:** Interferons, Interleukins, Monocytes and macrophages, Cancer immunotherapy, Cytokines, Signal transduction

## Abstract

Type I interferons (IFN-Is) have been harnessed for cancer therapies due to their immunostimulatory functions. However, certain tumor-tolerating activities by IFN-Is also exist, and may potentially thwart their therapeutic effects. In this respect, our previous studies have demonstrated a monocyte-orchestrated, IFN-I-to-IL-4 cytokine axis, which can subsequently drive M2-skewed pro-tumoral polarization of macrophages. Whether other IFN-dependent signals may also contribute to such an unconventional circumstance of M2-like macrophage skewing remain unexplored. Herein, we first unveil IL-6 as another ligand that participates in IFN-dependent induction of a typical M2 marker (ARG1) in transitional monocytes. Indeed, IL-6 significantly promotes IL-4-dependent induction of a major group of prominent M2 markers in mouse bone marrow-derived macrophages (BMDMs) and human peripheral blood-derived macrophages, while it alone does not engage marked increases of these markers. Such a pattern of regulation is confirmed globally by RNAseq analyses in BMDMs, which in turn suggests an association of IL-6-amplified subset of M2 genes with the ERK1/2 signaling pathway. Interestingly, pharmacological experiments establish the role of SHP2-ERK cascade in mediating IL-6’s enhancement effect on these M2 targets. Similar approaches also validate the involvement of IL-6/ERK signaling in promoting the IFN-dependent, unconventional M2-skewing phenotype in transitional monocytes. Furthermore, an inhibitor of ERK signaling cooperates with an IFN-I inducer to enable a greater antitumor effect, which correlates with suppression of treatment-elicited ARG1. The present work establishes a role of IL-6/ERK signaling in promoting M2-like macrophage polarization, and suggests this axis as a potential therapeutic target for combination with IFN-I-based cancer treatments.

## Introduction

Recent advances in cancer research have demonstrated the possibility of harnessing antitumor immunity for effective treatment of cancer^1,2^. Such progresses establish the main therapeutic actions by the T cells from the adaptive immune system against the malignant cells. On the other hand, since the function of adaptive immunity requires the priming, amplification and actuation by the innate immune system, the proper engagement of the innate arm of immunity also hold great potential for activation and enhancement of tumor immune-targeting^3^.

Activation of many pattern-recognition innate immune pathways has been experimented for antitumor activities. The existing evidence demonstrates that engagement of anti-viral innate immune signaling pathways, i.e., the nucleic acid-sensing pathways, can often result in significant antitumor effects^4,5^. Triggered via various membrane-bound or cytosolic nucleic acid receptors, these different pathways converge on the production of type I IFNs (IFN-I). Subsequently, IFN-I signaling can promote antigen presentation in dendritic cells and elevate the effector function of T/NK cells, which coordinately contributes to enhancing anti-tumor immunity^6,7^. Despite the critical role of IFN-I in innate immune activation against cancer, some studies have revealed certain pro-tumoral effects by IFN-I in given contexts^8,9^. Therefore, in-depth understandings to the latter aspect of IFN-I function may contribute to more optimized strategies to exploit the innate immune system for treatment of cancer.

IFN-Is signal through a common, broadly expressed receptor to drive the formation of an activated, STAT1/STAT2/IRF9 complex, which in turn leads to induction of many interferon-stimulated genes (ISGs)^10,11^. However, the effects of IFN-I in various tumor-associated cell types can significantly differ^9,12^. How such multi-pronged regulation is functionally integrated is not fully understood.

Tumor-associated macrophages (TAMs) constitute the major immune cell population within the tumor microenvironment^13,14^. TAMs are believed to mostly originate from the recruited monocytes from circulation, although some recent studies have also suggested the contributions of tissue-resident macrophages to TAMs^15–17^. Upon recruitment to the tumors from circulation, the monocytes further mature and differentiate into the TAMs^17^. As the phenotypes of monocytes/macrophages are highly influenced by the environmental cues, the TAMs exhibit remarkable functional heterogeneity^15,18^. Although the early classification of macrophage phenotypes into M1/M2 dichotomous states is certainly an over-simplification^19^, it provides an entry point for dissecting their functional complexity^20^. Previously, via studying the role of IFN-I in the tumor-associated monocytes and macrophages, we have established an “unconventional” aspect by IFN-I to trigger monocyte production of IL-4, which in turn drives the mature macrophages toward M2-skewed phenotypes in vitro and in tumors^21,22^. Indeed, such monocytes/macrophages-involved regulatory axis thwarts IFN-inducer-mediated antitumor effects in mice. However, considering the multitude of cytokines that may be produced by monocytes^23,24^, it remains possible that other IFN-dependent factors from monocytes may also contribute to driving such an unconventional M2-like macrophage polarization program.

In the present study, we demonstrate that IFN-I additionally trigger monocytes to produce IL-6, which cooperates with IL-4 to shape the M2-skewed macrophage phenotype. Our results further show a critical role by IL-6/ERK signaling to promote IL-4-dependent macrophage functional skewing. Our work therefore suggests IL-6/ERK pathway as a potential target for enhancement of IFN-I-involved anti-tumor therapies.

## Results

### IFN-stimulated transitional monocytes release IL-6 to promote IL-4-mediated induction of ARG1 in macrophages

We previously unveiled a monocyte-orchestrated IFN-I-to-IL-4 cytokine axis poised to subsequently instigate macrophages toward a pro-tumoral phenotype^22^. This particular regulatory program may be modeled in vitro in IFN-treated bone marrow (BM) mononuclear cells instructed to differentiate toward macrophages [by M-CSF]^21,22^. In this system referred to as the “transitional monocytes”, it has been demonstrated that the IFN-triggered IL-4 from the monocytes in turn acts on their differentiated macrophage progenies to drive the expression of a number of prominent M2 markers (Fig. 1a), including the commonly used arginase 1 (ARG1)^22^. Here, using cells from previously described *Arg1*-YFP knock-in mice^22^, we added evidence that the IFN-to-ARG1 axis and the associated pSTAT6 signaling in the transitional monocytes could be abrogated by an antibody against IL-4 (Supplementary Fig. 1a). Therefore, these confirmatory results (extending those derived from WT or IL-4RA-deficient cells^22^) firmly establish that IL-4 is indeed necessary for IFN-induced, unconventional M2-like program in transitional monocytes. We additionally showed via ELISA analyses that IFN-I induced an approximately threefold increase of IL-4 release from transitional monocytes [reaching ~ 30 pg/ml in bulk medium] (Fig. 1b).

**Figure 1:**
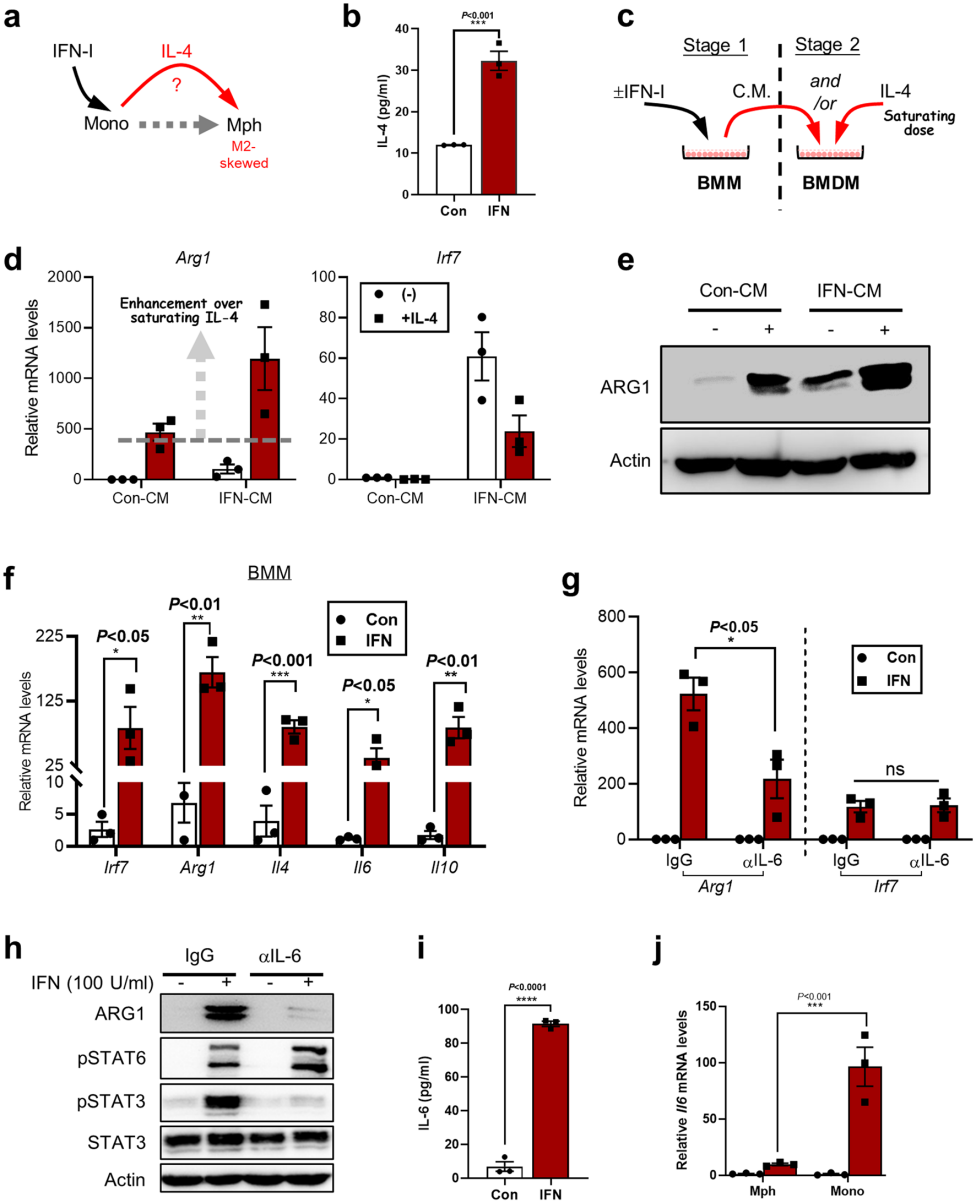
IFN-stimulated transitional monocytes release IL-6 to promote IL-4-mediated induction of ARG1 in macrophages. (**a**) A schematic drawing shows the hypothesis that IFN-treatment of monocytes may release of a yet-to-be determined soluble factor(s) that acts together with previously established IL-4 to drive the M2-skewing of mature macrophages. The differentiation transition from monocytes to macrophages is also denoted by a dotted arrow. (**b**) BM mononuclear cells were treated with IFN (100 U/ml) for 24 h in the presence of M-CSF (20 ng/ml), the production of IL-4 in cell supernatants was determined by ELISA (n = 3, ± SEM). (**c–e**) The experiment scheme is shown in (**c**). In the first stage, BM mononuclear cells (BMM) were treated with M-SCF ± IFN for 48 h. The conditioned media (C.M.) were harvested. In the second stage, the C.M. from control or treated cells were transferred to naïve, mature macrophages (BMDMs). The BMDMs were treated for 48 h with either the C.M. alone or the C.M. and a saturating dose of IL-4. The cells were harvested and subjected to qPCR (n = 3, ± SEM) (**d**) or Western blot (WB) analyses (**e**). (**f**) BM mononuclear cells were treated with M-SCF ± IFN for 48 h, samples were harvested for mRNA analyses of indicated markers and cytokine genes (n = 3, ± SEM). (**g,h**) BM mononuclear cells were treated with M-CSF ± IFNβ for 48 h. In some groups, neutralizing Abs against IL-6 (5 μg/ml) were added to the medium as indicated. Samples were harvested after 48 h for mRNA [n = 3, ± SEM] (**g**) or protein (**h**) analyses. (**i**) BM mononuclear cells were treated with IFN for 24 h in the presence of M-CSF, the production of IL-6 in cell supernatants was determined by ELISA (n = 3, ± SEM). (**j**) BM mononuclear cells were treated with M-SCF ± IFN for 48 h, monocytes (Ly6C^+^F4/80^−^) and macrophages (F4/80^+^) were sorted by flow cytometry. Samples from sorted cells were subjected to qPCR analysis (n = 3, ± SEM). For most statistical analyses related to this figure, unpaired t tests were performed (*P* value marked on the graph). For (**j**), 2-way ANOVA tests were performed (the adjusted *P* value presented). Asterisks correspond to *P* values (****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05; *ns* not significant).

Despite the essential role of IL-4 in IFN-elicited M2-skewing of transitional monocytes, considering the myriad of known monocyte-produced factors under diverse conditions^23,24^, it is possible that other IFN-dependent signals could also contribute to promoting macrophage M2-skewing. To assay such an effect, we considered to mask the induced IL-4 release by using exogenous IL-4 at a saturating concentration. Different concentration of IL-4 was titrated on the mature bone marrow-derived macrophages (BMDMs) with the *Arg1*-YFP genotype. The expression levels of YFP (led by an IRES, therefore indirectly indicating *Arg1* mRNA), as well as those of ARG1 protein were analyzed (Supplementary Fig. 1b–d). Based on the analyses, we later chose to use IL-4 at a saturating concentration of 100 ng/ml. The effects by the conditioned medium (CM) from the control or IFN-stimulated transitional monocytes (Con- or IFN-CM) combined with ± IL-4 on BMDMs were examined (Fig. 1c). As expected, the IFN-CM alone contained activity to induce higher *Arg1* mRNA and protein expression compared to the Con-CM (Fig. 1d,e). Importantly, the IFN-CM could also enhance *Arg1* induction when combined with the saturating dose of IL-4 (Fig. 1d,e). This strongly suggested that some other soluble factors from the IFN-CM could cooperate with IL-4 to drive *Arg1* expression.

Subsequently, we further analyzed IFN-stimulated transitional monocytes for the expression of other M2-associated cytokines. Interestingly, we found that the mRNA levels of IL-6 and IL-10 were induced along with that of IL-4 (Fig. 1f). Indeed, both IL-6 and IL-10 have been previously demonstrated to enhance IL-4-dependent induction of macrophage M2 phenotype^25–27^. Next, neutralizing antibodies against IL-6 or IL-10 were applied on IFN-stimulated transitional monocytes to dissect the potential involvement for these cytokines in *Arg1* induction. The results showed that blockade of IL-6, but not IL-10, could noticeably reduce IFN-triggered *Arg1* induction in transition monocytes (Fig. 1g, Supplementary Fig. 1e). A similar effect by anti-IL-6 on ARG1 protein was observed (Fig. 1h). As both IL-6 and IL-10 are poised to activate STAT3, it is worth noting that the pSTAT3 [referring to the Y705-phophorylated species in this study] induction in IFN-treated transitional monocytes was also largely suppressed by anti-IL-6, correlating with the effect on ARG1 induction (Fig. 1h). Indeed, the levels of IL-6 were significantly elevated in the supernatants of IFN-stimulated transition monocytes [reaching ~ 120 pg/ml] (Fig. 1i).

To analyze the cell compartment responsible for IFN-dependent IL-6 induction, the monocytes (Ly6C^+^F4/80^−^) and macrophages (F4/80^+^) in IFN-stimulated transitional monocytes were sorted out by flow cytometry (Supplementary Fig. 1f, upper). As expected from our previous study, the *Il4* mRNA was only induced in the monocytes, but not in the macrophages (Supplementary Fig. 1f, lower). In a similar pattern, *Il6* was induced far more robustly in the monocyte than the macrophage compartment (Fig. 1j). As we have established that ARG1 induction instead occurs in an F4/80^+^ macrophage-restricted pattern^22^, these results of compartmentalized *Il6* induction points to a model where the monocyte-derived IL-4 and IL-6 act in concert upon the mature macrophages to enforce their M2-skewing.

### IL-6 signaling can tightly coordinate with IL-4 signaling, leading to enhancement of a group of prominent M2 markers in macrophages

Unlike the anti-IL-4 treatment that abrogated IFN-dependent ARG1 in transitional monocytes (see Supplementary Fig. 1a), the inhibitory effect by IL-6 blockade on such IFN-ARG1 axis was incomplete (see Fig. 1g,h), pointing to a promotive (rather than determinative) role by IL-6 signaling on macrophage M2-skewing. To further analyze the combinatorial effect of IL-4 and IL-6 on macrophages, we next performed exogenous cytokine treatment experiments on mature BMDMs and analyzed several typical M2 macrophage markers. Largely in correlation with our observations from the IL-6 blockade experiments (see Fig. 1g,h), exogenous IL-6 notably enhanced the induction of *Arg1*, *Ccl24* and *Mrc1* (encoding CD206) by IL-4, while it alone did not act as an effective inducer of these genes (Fig. 2a). Such effects by IL-6 were also consistent with previous investigations^25,27^. The patterns of ARG1 and CD206 protein levels resembled those of their mRNAs (Fig. 2b,c). As IL-13 can function similarly as IL-4 in eliciting the STAT6-dependent, typical M2 macrophage program^28,29^, the effects by IL-6 on IL-4- and IL-13-driven *Arg1* in BMDMs (*Arg1*-YFP) were next examined in parallel. Although IL-4 and IL-13 showed different M2-polarizing potencies, IL-6 indeed engaged a similar pattern of enhancement on induction of *Arg1*/YFP by these two cytokines (Supplementary Fig. 1a,b).

**Figure 2:**
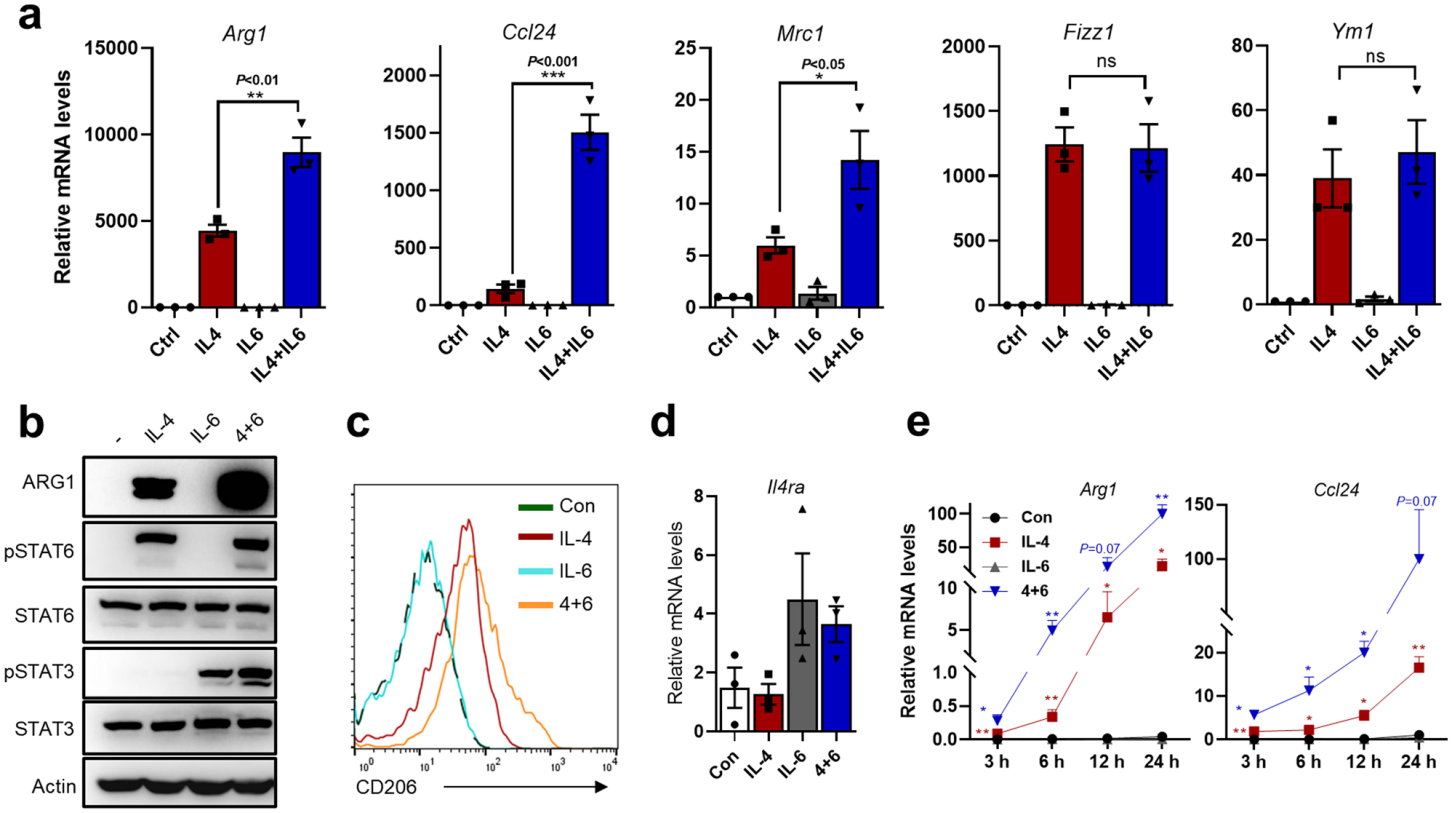
IL-6 signaling can tightly coordinate with IL-4 signaling, leading to enhancement of a group of prominent M2 markers in macrophages. (**a–d**) BMDMs were stimulated with individual cytokines (10 ng/ml of IL-4 or 40 ng/ml of IL-6) or their combination for 24 h. Some samples were subjected to qPCR (n = 3, ± SEM) (**a,d**) and WB analyses (**b**). For some other samples, the levels of intracellular CD206 in BMDMs were analyzed by flow cytometry (**c**). (**e**) Time course expression levels of *Arg1* and *Ccl24* in BMDMs treated with ± IL-4 ± IL-6 were analyzed by qPCR (n = 3, ± SEM). Unpaired t tests were performed for individual markers in (**a**), with *P* values marked on the graphs. For time series of IL-4/IL-6 treatments in (**e**), multiple unpaired t tests (using Holm–Šídák method) were performed to compare the IL-4 group with control group [red asterisks], and the co-treatment group with IL-4 group [blue asterisks], respectively. Asterisks in this figure correspond to *P* values (***P < 0.001; **P < 0.01; *P < 0.05; *ns* not significant).

One potential mechanism underlying IL-6’s enhancement of macrophage M2 (IL-4) polarization was the previously suggested IL-6-STAT3-IL-4RA axis^25^. This model would predict an IL-6-engaged global increase of IL-4 signaling and responses. However, although the IL-6-driven up-regulation of *Il4ra* mRNA could be reproduced in our experiments (Fig. 2d), for *Fizz1* and *Ym1*, other two commonly-regarded M2 macrophage markers, co-addition of IL-6 did not enhance their induction by IL-4 (Fig. 2a). Furthermore, IL-4-stimulated pSTAT6 levels were also unaltered by IL-6 co-addition (Fig. 2b). In the nuclear fraction of the cells, the IL-4-dependent pSTAT6 levels were also unresponsive to IL-6 treatment (Supplementary Fig. 2c). Conversely, IL-4 did not apparently affect the levels of IL-6-stimulated pSTAT3 in total cell lysates and nuclear extracts (Fig. 2b, Supplementary Fig. 2c). Collectively, these results suggest an alternative mode of action by IL-6, where its signaling may be more intricately integrated with that of IL-4 in macrophages.

Next, we examined the time course on *Arg1* and *Ccl24* induction by the singular or combinatory treatments with IL-4/IL-6. Interestingly, the IL-6-enhanced *Arg1* and *Ccl24* mRNA induction by IL-4 became apparent as early as 3 h, and was observed consistently throughout the time points analyzed (6, 12, and 24 h following the treatment). Such kinetics of the IL-6-mediated enhancement effect is generally in line with those for induction of target genes by IL-4 alone (Fig. 2e). These results support that IL-6-dependent increase on induction of such M2 markers in BMDMs can be attributed to tightly coordinated interactions between IL-4 and IL-6 signaling. This model is different from the previous one centered on the secondary response by IL-6-engaged IL-4RA upregulation^25,27^, which would shape a “delayed” enhancement effect.

A pre-treatment experiment was additionally performed to dissect the influences by an IL-6-established functional state or on-going IL-6 signaling on the macrophage responses to IL-4. The BMDMs were pre-treated with ± IL-6 for 24 h followed by medium wash-off. The pre-treatment length of 24-h was chosen for explicit establishment of an IL4RA-upregulated state^25^, while the medium wash-off would promptly dampen on-going IL-6 signaling^30^. These cells were chased with ± IL-4 for another 24 h. After harvesting different groups of cells at the same time, their levels of *Arg1*, *Ccl24* and *Il4ra* mRNA were determined (Supplementary Fig. 2d). Treatment of IL-4 for 24 h was sufficient to induce an M2 program. However, despite the clear persistence of increased *Il4ra* levels in IL-6-pretreated groups, the levels of IL-4-induced *Arg1* and *Ccl24* were not markedly enhanced by such pre-treatment condition (Supplementary Fig. 2d, compare the red and green bars). In contrast, the BMDMs treated concomitantly with IL-4 and IL-6 for 24 h (blue bars) showed a more prominent induction of markers than the IL-4-only group (Supplementary Fig. 2d). These results also suggest a major contribution of an integrated IL-6 and IL-4 signaling, seemingly to prevail over that of an IL-6-primed cell state (e.g., with IL4RA up-regulation), for enhancement of IL-4-driven M2 skewing of BMDMs.

### Co-addition of IL-6 with IL-4 leads to enhanced expression in a major group of IL-4 targets, together with other patterns of regulation of gene expression

To obtain a global view on IL-6-mediated regulation of IL-4 response in macrophages, we performed RNAseq analyses on samples from BMDMs stimulated for 24 h with IL-4 or IL-4/IL-6 combined. 

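Bone marrow-derived macrophages (BMDMs), which are macrophages grown from mouse bone marrow in culture, were left untreated (control) or stimulated for 24 h with IL-4 (10 ng/ml) or with IL-4 (10 ng/ml) and IL-6 (40 ng/ml), and 3 RNAseq libraries of each group were analyzed. The authors deposited the number of reads counted on each of 53465 Ensembl genes in each library, without normalization, and FPKM values for 26080 of these genes. The 27385 genes without FPKM values had a count of 0 in every library. Each FPKM value equaled the count divided by a gene length that was the same in every library and by the summed count of that library. The summed counts were between 17001352 and 18278484 in the control libraries (median 17458609), between 17787364 and 18479299 in the IL-4 libraries (median 18206967), and between 17755711 and 18918686 in the IL-4/IL-6 libraries (median 18407738). The paper's text does not name the aligner, the genome build or the counting tool, and the files list genes by identifier without positions, so no coordinates are given. A gene symbol was found for 53274 of the identifiers. Whether the counting used the strand is not known, so counts of overlapping genes and of close paralogs are uncertain. The counts of the 9 libraries were analyzed in one fit with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and after removal of genes with low counts by edgeR's filterByExpr, which left 13685 genes. Expression is given as normalized CPM, which is the CPM calculated with library totals scaled by the TMM factors, as the mean ± SD of the 3 replicates. Where every library of a group held at most 3 counts of a gene, the fold change against that group was calculated against 3 counts and is a lower bound, which covers counting error only. The biological coefficient of variation between replicates was 4.48% in control, 4.54% in IL-4 and 14.8% in IL-4/IL-6. The mean chi-square per gene between replicate libraries, which is 1 for counting noise alone, ranged from 2.68 for IL-4 replicates 1 and 2 to 46.6 for IL-4/IL-6 replicates 2 and 3, so each pair differed by more than the counting noise.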

Although we did not include the IL-6-only group in our experiments, we noted a previous microarray database [GSE70626] established via single and combinatorial IL-4/IL-6 treatments of BMDMs^31^, and would late use such resource for reference. Using our own dataset, principal component analysis (PCA) showed variable gene expression patterns among different treatment groups (Supplementary Fig. 3a). 

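The PCA was calculated on the log2 CPM (prior count 2) of the 13685 genes, centered and not scaled. The first principal component held 74.7% of the variance and the second 15.8%. On the first component the control libraries had scores between 100.6 and 101.9, the IL-4 libraries between -34.3 and -31.2, and the IL-4/IL-6 libraries between -75.7 and -61.6. The IL-4 libraries had scores between -45.9 and -44.3 on the second component, against 8.57 to 10.1 for control and 33.6 to 37.4 for IL-4/IL-6. On both components the gaps between the groups were larger than the spread within any of them. The third component, with 3.10% of the variance, spread the IL-4/IL-6 replicates from -27.2 to 33.5. When only the 500 most variable genes were used, the share of the first component was 86.7%.

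**Figure D1:**
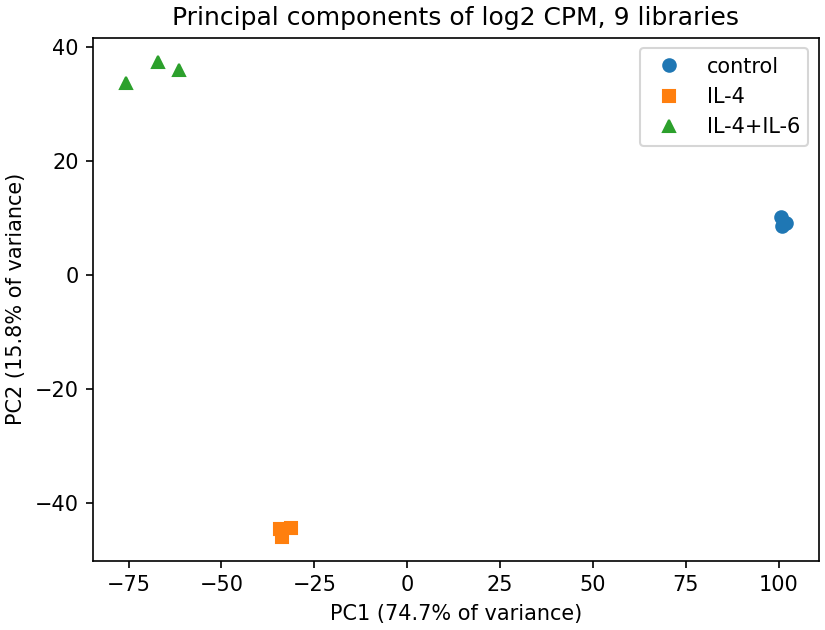
Scores of the 9 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with one point per library and one color per group. The first component, with 74.7% of the variance, separates the control libraries from the cytokine-treated ones, and the second, with 15.8%, separates IL-4 from IL-4/IL-6.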

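Of the 13685 genes tested, 366 were induced by IL-4 and 501 by IL-4/IL-6, both over control, with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change above 2, the thresholds of the Supplementary Fig. 3 legend. Both treatments induced 252 genes, 68.9% of the IL-4-induced genes, and 114 genes were induced by IL-4 only. Both lists were made against the same 3 control libraries, so the overlap that this sharing gives was simulated 20 times. All groups were drawn with the same dispersions. With no gene changed by either treatment, each list held 0 genes in every simulation, so an overlap of 0 was fixed. A median of 656 genes then had an unadjusted p under 0.05 for IL-4 over control. Chance differences from the shared controls thus gave no induced genes at these thresholds, and their overlap was not measured. With IL-6 simulated to have no effect, a median of 320.5 genes were induced in both lists. A test against the fold-change threshold itself (edgeR's glmTreat) was the alternative that lowered both counts most, to 193 genes for IL-4 and 318 for IL-4/IL-6. In the other direction, 935 genes were below a log2 fold change of -2 in IL-4 and 1314 in IL-4/IL-6. The control libraries also held transcripts typical of other cells. Granulocyte markers summed to at least 564 normalized CPM in each control library and to at most 28.2 in any cytokine library. Differences from control may therefore partly reflect other cells in the control cultures, which was not separated from lower expression within macrophages. Among the IL-4-induced genes, those with the largest fitted log2 fold changes over control were *Retnla*, *Msx3*, *Arg1*, *Cldn11* and *Ccl8*. The control libraries held at most 3 counts of all of these except *Arg1*, so their place in this order depends on the prior count, and IL-4 raised *Retnla* (ENSMUSG00000061100) at least 4450-fold, *Msx3* (ENSMUSG00000025469) at least 486-fold, *Cldn11* (ENSMUSG00000037625) at least 51.2-fold and *Ccl8* (ENSMUSG00000009185) at least 36.6-fold.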

Differential gene expression analyses (using a cutoff of logFC > 2) revealed that both IL-4 and IL-4/IL-6 co-treatment led to stimulation of expression in hundreds of genes (413 and 577, respectively), of which a significant portion (256) are common to both groups (Supplementary Fig. 3b). Therefore, the IL-4/IL-6-treated cells remain “M2-like”, although the cells in the co-treatment group apparently feature uniquely induced genes (221). 

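Of the 501 genes induced by IL-4/IL-6, 249 were not among the IL-4-induced genes. In the direct comparison of IL-4/IL-6 with IL-4, 221 of these 249 genes were higher with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 115 of them also had a log2 fold change above 1.5. In IL-4 alone, 171 of the 249 genes were already higher than in control by the same test without reaching a log2 fold change of 2. Without a filter on low counts, 335 genes were induced by IL-4/IL-6 only.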

Of the genes induced by different treatments, the heat map revealed some further details. Indeed, a major subset of IL-4-induced M2 markers were further enhanced upon co-addition with IL-6 (Supplementary Fig. 3c, see the black boxes [3rd and 5th from the top of the graph]). Nevertheless, the yellow box with the dotted lines indicates some other M2 genes that were not apparently changed upon IL-6 co-addition (Supplementary Fig. 3c). 

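Among the 366 IL-4-induced genes, 118 (32.2%) were higher in IL-4/IL-6 than in IL-4 and 126 (34.4%) were lower, with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 122 genes (33.3%) were not called in either direction. Across all 13685 genes, IL-6 co-addition raised 2419 and lowered 2773, and beyond a log2 fold change of 1.5 it raised 303 and lowered 569. Which of the directions held more genes depended on the scaling, and with DESeq2's size factors 2738 genes were higher and 2643 lower.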

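An IL-4-induced gene was counted as not changed when its log2 fold change between IL-4/IL-6 and IL-4 was between -0.5 and 0.5 and its adjusted p was not under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This held for 100 of the 366 genes. *Cldn11*, which encodes a claudin, had 8.37 ± 0.226 normalized CPM (SD, n = 3) in IL-4 and 10.2 ± 2.02 (SD, n = 3) in IL-4/IL-6. Its log2 fold change was 0.25 (standard error 0.156, adjusted p = 0.25 by the same edgeR test), a difference within the spread of the IL-4/IL-6 replicates.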

The genes induced by IL-4/IL-6 co-treatment but not by IL-4 only are highlighted by the green box. 

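By fitted log2 fold change over control, the first of the genes induced by IL-4/IL-6 only were *Entpd3*, *Gm38070*, *Gja1*, *Cd209e* and *Aif1l*, an order that depends on the prior count for genes with at most 3 counts in each control library. *Gja1* (ENSMUSG00000050953), which encodes a gap junction protein, had 1.52 ± 0.254 normalized CPM (SD, n = 3) in control, 2.17 ± 1.08 in IL-4 and 339.5 ± 8.87 in IL-4/IL-6. Its log2 fold change in IL-4/IL-6 over IL-4 was 7.25 (standard error 0.192, adjusted p = 3.87e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The IL-4 libraries held at most 3 counts of each of the other genes. IL-4/IL-6 raised *Cd209e* (ENSMUSG00000040197) at least 69.9-fold over IL-4, *Entpd3* (ENSMUSG00000041608) at least 24.5-fold and *Aif1l* (ENSMUSG00000001864) at least 7.28-fold. *Gm38070* (ENSMUSG00000103560), raised at least 10.2-fold, overlaps *Il1r1* in the GRCm38 annotation on the same strand, so its counts are uncertain.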

Interestingly, IL-6 co-addition with IL-4 also apparently led to down-regulation of a significant portion of IL-4-responsive genes (Supplementary Fig. 3c, grey box), a pattern also previously noted by others using microarray^31^. 

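With the threshold of the enhanced genes mirrored, 54 of the 366 IL-4-induced genes were suppressed, with a log2 fold change below -1.5 in IL-4/IL-6 over IL-4 and an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text gives no threshold for this group. Of the 54 genes, 40 were called in each of 16 alternative analyses, which changed the normalization, the filter, the tool, the replicate block or the libraries in the fit, left out one library, or corrected for GC content and gene length (added after seeing the data). The number rose to 130 when genes induced by IL-4 with a log2 fold change above 1 were included, and fell to 15 when the fold change was tested against the threshold itself.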

Overall, despite the use of different methodology (RNAseq *vs* microarray), the regulatory patterns of gene by IL-4 alone or IL-4/IL-6 combination were consistent between the current and previous study^31^, which encouraged our further analyses of the present dataset.

As we were interested in IL-6-enhanced subset of M2 genes, genes notably up-regulated by IL-4/IL-6 co-treatment over IL-4 [LogFC > 1.5, 41 genes] were selected (Supplementary Fig. 3d). 

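Of the 366 IL-4-induced genes, 49 had a log2 fold change above 1.5 in IL-4/IL-6 over IL-4 with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 49 genes, 39 were called in every one of the 16 alternative analyses. In 20 simulations in which IL-6 had no effect, 0 genes met these criteria, while a median of 664 genes had an unadjusted p under 0.05. The simulated groups all had the same dispersions, while the biological coefficient of variation was 14.8% in IL-4/IL-6 and 4.54% in IL-4. How many genes this unequal spread alone would give was therefore not measured. The definition of induction moved the number most. Counting genes induced by IL-4 or by IL-4/IL-6 gave 164, and without any requirement of induction 303 genes were above the fold-change threshold. Testing against the threshold itself left 23 genes. By fitted log2 fold change, which depends on the prior count for genes with at most 3 counts in each IL-4 library, the largest changes whose replicates did not overlap were those of *Ccl8*, *Ascl2*, *Ccl12*, *Car4*, *Ccl24*, *Chil4*, *Gdnf*, *Gm38383*, *Gm6093* and *Il1r1*. *Il1r1* (ENSMUSG00000026072), a receptor of IL-1, rose from 4.91 ± 0.754 normalized CPM (SD, n = 3) in IL-4 to 55.5 ± 5.59 in IL-4/IL-6, a log2 fold change of 3.46 (standard error 0.134, adjusted p = 8.39e-10 by the same edgeR test). *Ascl2* (ENSMUSG00000009248) rose from 0.379 ± 0.233 to 33.8 ± 6.58 normalized CPM, a log2 fold change of 6.40. *Car4* (ENSMUSG00000000805) had at most 3 counts in each control and each IL-4 library and was at least 32.5-fold higher in IL-4/IL-6. Its induction by IL-4 alone therefore rests on counts at that limit. *Ascl2*, *Gdnf*, *Gm6093* and *Gm38383* also had at most 3 counts in each control library. IL-4 raised them at least 2.32-fold, 1.76-fold, 1.56-fold and 1.11-fold over control, bounds that lie under the threshold of induction. Their place among the IL-4-induced genes thus depends on the prior count.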

We defined this group of 41 genes as the “IL-6-enhanced IL-4 targets”. Importantly, using the previous microarray results as a reference to define targets genes by IL-6 alone^31^, only a small fraction of such IL-6 targets are common with our gene list above (13%, 5 out of 39 reference IL-6 target genes with LogFC > 1.5). On the other hand, a larger fraction of “IL-6-enhanced IL-4 targets” deduced from re-analyses of the previous microarray database are common with our gene list (44%, 8 out of 18 reference genes with enhancement levels of more than 1.5 [LogFC]), further validating our assignment of this 41-gene list. Indeed, besides *Arg1*, *Mrc1* and *Ccl24* noted earlier, other well-known M2 marker, including *Chil4* and a number of chemokine genes, are within this IL-6-enhanced group (Supplementary Fig. 3d, annotation in red). 

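*Arg1* (ENSMUSG00000019987), which encodes arginase 1, had 2.97 ± 0.372 normalized CPM (SD, n = 3) in control, 4396 ± 115 in IL-4 and 15950 ± 1610 in IL-4/IL-6. IL-4 raised it over control by a log2 fold change of 10.59 (standard error 0.118), and IL-6 co-addition raised it further by 1.82 (standard error 0.076, adjusted p = 1.89e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mrc1* (ENSMUSG00000026712), the mannose receptor gene, was at 196.4 ± 6.43, 995.7 ± 5.69 and 8717 ± 792 normalized CPM in the same order. Its log2 fold change was 2.40 (standard error 0.077) for IL-4 over control and 3.09 (standard error 0.0787, adjusted p = 2.71e-11, edgeR) for IL-4/IL-6 over IL-4. For *Ccl24* (ENSMUSG00000004814), a chemokine gene, the values were 0.183 ± 0.13, 12.5 ± 0.919 and 235.7 ± 55.9, with log2 fold changes of 6.11 (standard error 0.331) and 4.19 (standard error 0.157, adjusted p = 6.22e-10, edgeR). *Chil4* (ENSMUSG00000063779), which encodes the chitinase-like protein Ym2, had at most 3 counts in each control library, 3.42 ± 0.65 normalized CPM in IL-4 (at least 20.9-fold over control) and 55.2 ± 7.67 in IL-4/IL-6 (at least 337-fold). IL-6 co-addition raised it by a log2 fold change of 3.96 (standard error 0.169, adjusted p = 2.11e-09, edgeR). *Chil4* is a close paralog of *Chil3*, and the authors' counting could have split reads between them.

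**Figure D2:**
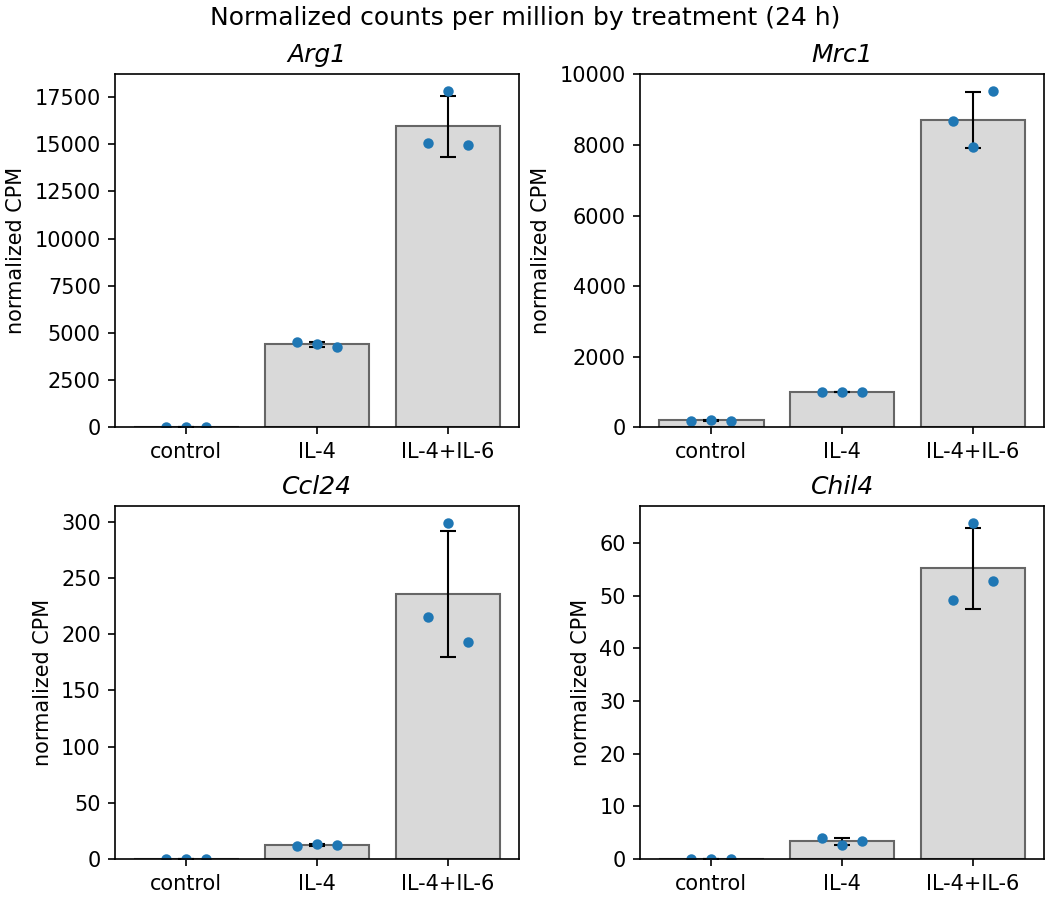
Normalized CPM (y axis, linear, from 0) of Arg1, Mrc1, Ccl24 and Chil4 in control, IL-4 and IL-4/IL-6 (x axis). Bars are the means, points the 3 replicates and error bars the SD, and in each panel the IL-4/IL-6 replicates lie above the IL-4 replicates.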

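The other chemokine genes among the 49 were *Ccl2*, *Ccl7*, *Ccl8* and *Ccl12*, which neighbor each other on the same chromosome and are paralogs, so that reads could have been split between them. *Ccl2* (ENSMUSG00000035385) rose from 299.7 ± 8.39 normalized CPM (SD, n = 3) in IL-4 to 2286 ± 392 in IL-4/IL-6, a log2 fold change of 2.89 (standard error 0.108, adjusted p = 6.22e-10 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl7* (ENSMUSG00000035373) rose from 438.5 ± 24.6 to 3805 ± 798, a log2 fold change of 3.07 (standard error 0.135, adjusted p = 2.77e-09, edgeR). The control values were 6.01 for *Ccl2* and 1.30 for *Ccl7*. *Ccl8* rose from 5.99 ± 2.04 to 750.2 ± 213, a log2 fold change of 6.92 (standard error 0.271, adjusted p = 1.01e-08, edgeR). *Ccl12* (ENSMUSG00000035352) rose from 2.95 ± 0.476 to 224.3 ± 46.5, a log2 fold change of 6.20 (standard error 0.182, adjusted p = 1.21e-09, edgeR). The control libraries held at most 3 counts of *Ccl8* and of *Ccl12*, which were at least 4590-fold and at least 1370-fold higher in IL-4/IL-6.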

The qPCR analyses confirmed such expression patterns for these markers (Supplementary Fig. 3e). Here, IL-6 alone did not significantly induce the expression of these genes (Supplementary Fig. 3e). Therefore, such extended analyses demonstrated that IL-6 could indeed augment IL-4’s inducing activities on a major group (but not all) of its target genes in BMDMs. 

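Over all 366 IL-4-induced genes, the median log2 fold change in IL-4/IL-6 over IL-4 was -0.05, and the changes spread in both directions. Between the 49 enhanced and the 54 suppressed genes lay 263 genes inside the thresholds of 1.5 and -1.5 or without a call. From the higher expression of a subset of IL-4-induced genes after IL-6 co-addition, the genes that did not change (Supplementary Fig. 3c) and the qPCR of selected markers (Supplementary Fig. 3e), the paper concludes that IL-6 could augment the inducing activity of IL-4 on a major group, but not all, of its targets. The qPCR was not analyzed here.

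**Figure D3:**
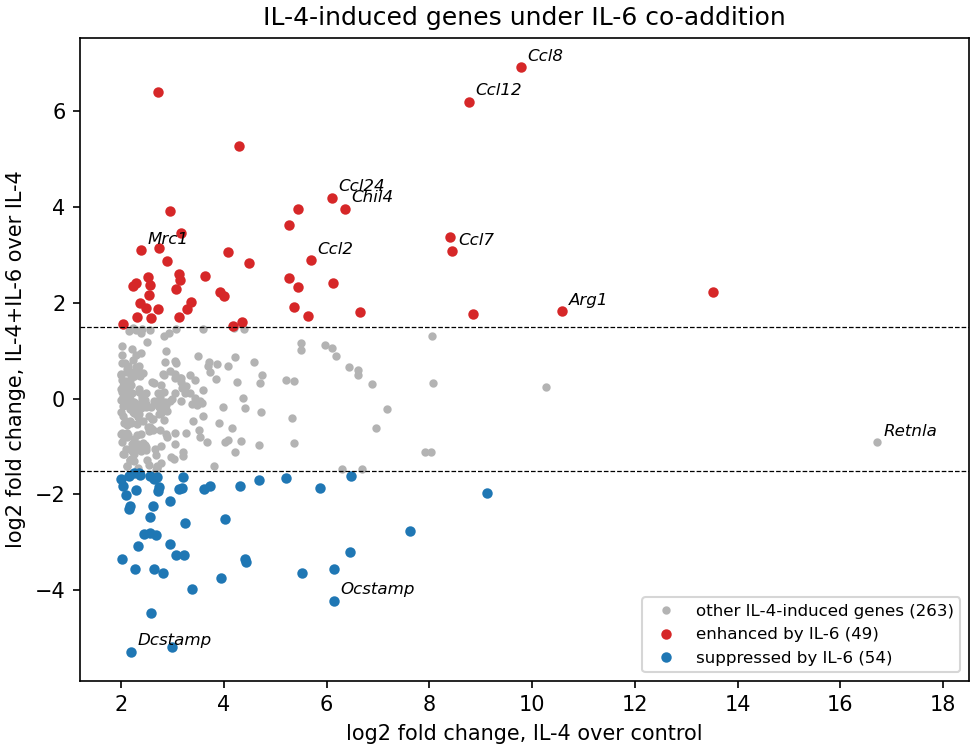
Log2 fold change of the 366 IL-4-induced genes in IL-4 over control (x axis) and in IL-4/IL-6 over IL-4 (y axis), with one point per gene and dashed lines at 1.5 and -1.5. The 49 enhanced genes are red, the 54 suppressed genes blue and the other 263 grey, and the x position of genes with at most 3 counts in each control library depends on the prior count.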

Although an opposite effect by IL-6 was also established by the transcriptome analyses (see Supplementary Fig. 3c, the grey box), it was beyond the scope of the present study. 

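Among the 54 suppressed genes, *Dcstamp* and *Ocstamp*, which encode transmembrane proteins of cell fusion, were among the 10 with the largest fitted changes. *Ocstamp* (ENSMUSG00000027670) fell from 18.9 ± 2.05 normalized CPM (SD, n = 3) in IL-4 to 1.04 ± 0.283 in IL-4/IL-6, a log2 fold change of -4.22 (standard error 0.209, adjusted p = 7.94e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dcstamp* (ENSMUSG00000022303) fell from 6.79 ± 2.09 to 0.173 ± 0.1, a log2 fold change of -5.28 (standard error 0.414, adjusted p = 5.1e-07, edgeR). *Il1rl1* (ENSMUSG00000026069), the IL-33 receptor gene, fell from 55.4 ± 2.56 to 4.58 ± 1.46, a log2 fold change of -3.64 (standard error 0.166, adjusted p = 3.79e-09, edgeR). *Stap1* (ENSMUSG00000029254) fell from 212.6 ± 6.00 to 18.6 ± 0.791, below its control level of 46.0, with a log2 fold change of -3.56 (standard error 0.0785, adjusted p = 8.3e-12, edgeR). *Vegfc* and *Mboat2* had log2 fold changes of -3.74 and -3.56. *2010300C02Rik*, *Slc9a3r2*, *Omp* and *Siglec15* had at most 3 counts in each IL-4/IL-6 library and were at least 17.2-fold, 10.5-fold, 5.68-fold and 4.51-fold lower than in IL-4, and *2010300C02Rik* and *Omp* overlap other genes in the GRCm38 annotation.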

We noted that the IL-6-enhanced IL-4 targets as a group exhibited a trend of higher expression levels under the IL-4-treated condition, compared to those targets suppressed by IL-6 [close to reaching statistical significance, *P* = 0.064] (Supplementary Fig. 3f).

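The FPKM values of the 3 IL-4 libraries were averaged per gene and compared on the log2 scale. The 49 enhanced genes had a mean log2 FPKM of 0.59 (SD 4.10 over genes) and a median of 1.10 FPKM, and the 54 suppressed genes a mean log2 FPKM of 1.13 (SD 2.47 over genes) and a median of 1.73 FPKM. The difference in means was -0.54 (two-sided permutation test, 100000 resamples, p = 0.417). On the linear scale the enhanced genes were higher by 61.9 FPKM on average (p = 0.0441 by the same permutation test), the opposite direction. With suppressed genes defined by a log2 fold change below -1 (90 genes), the difference on the log2 scale was -1.34 (p = 0.0205, permutation test). Genes are not independent replicates, so these p-values describe the lists and not repeated experiments. The paper's P value came from an unpaired t test on its own gene lists, so it is not a like comparison.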

Our earlier observations showed that the enhancement effect of IL-6 on certain IL-4-engaged targets was likely to involve concomitant signaling by these cytokines (see Fig. 2e, Supplementary Fig. 2d). It is likely that STAT3 and STAT6, respectively downstream of IL-6 and IL-4, could coordinately act on the regulatory regions of specific target genes^32^. However, as STAT3 acts as a potent transcription activator, such a model appeared insufficient to account for the lack of induction of the targets by IL-6 alone. We therefore considered that there might be additional mechanistic details to IL-6-enhanced IL-4 response in macrophages. Gene ontogeny analyses (via Metascape^33^) was next carried out to probe the function and regulation of the “IL-6-enhanced IL-4 targets”. 

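All 5 chemokine genes among the 366 IL-4-induced genes, *Ccl2*, *Ccl7*, *Ccl8*, *Ccl12* and *Ccl24*, were among the 49 enhanced genes, and 0 were among the 54 suppressed genes (two-sided Fisher's exact test against the other IL-4-induced genes, p = 3.58e-05). Chemokine genes were those with a symbol starting with Ccl, Cxcl, Cx3cl or Xcl and a digit. The 4 genes other than *Ccl24* are neighbors and need not vary independently, which the test assumes. Gene ontology terms were not used here.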

The biological processes associated with this group of genes showed enrichment in chemotaxis, inflammatory responses and cytokine signaling (Supplementary Fig. 3g). Interestingly, genes associated with regulation of ERK1/2 pathways are also significantly enriched in this group of genes. The M2 phenotype-related chemokine genes, in particular, are within this term. Indeed, both the functions of chemokines and their own inductions are associated with ERK1/2 pathway^34–36^. Therefore, the GO analyses points to an interesting possibility that IL-6-mediated enhancement of IL-4 responses might involve ERK1/2 signaling.

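A list of 10 genes raised by ERK signaling in other cells (*Phlda1*, *Spry2*, *Spry4*, *Dusp4*, *Dusp6*, *Ccnd1*, *Epha2*, *Epha4*, *Etv4* and *Etv5*), set before the data were examined, was tested in IL-4/IL-6 against IL-4. Of the 7 genes with enough counts, 1 was higher and 2 were lower with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and adjusted over the list alone the counts were also 1 and 2. *Dusp6* (ENSMUSG00000019960) rose from 58.9 ± 2.98 normalized CPM (SD, n = 3) to 146.4 ± 5.63, a log2 fold change of 1.27 (standard error 0.0678, adjusted p = 1.51e-08 by the same edgeR test). *Ccnd1* (ENSMUSG00000070348) fell from 281.9 ± 18.3 to 159.2 ± 33.7, a log2 fold change of -0.86 (standard error 0.131, adjusted p = 0.000181, edgeR), and overlaps another gene on the opposite strand in the GRCm38 annotation. *Dusp4* (ENSMUSG00000031530) fell from 176.9 ± 7.87 to 110.6 ± 23.2, a log2 fold change of -0.72 (standard error 0.133, adjusted p = 0.000869, edgeR). As a set the list did not move in one direction (limma's camera with an inter-gene correlation of 0.01, Benjamini-Hochberg adjusted p = 0.96 over 4 lists). The fry test, which does not compare the list with the other genes, gave an adjusted p of 0.00566 toward higher expression, and camera with an estimated correlation gave an adjusted p of 0.96. The median log2 fold change of the list was 0.02 and changed sign under upper-quartile normalization, to -0.03. IL-4 alone had already raised the list over control, with all 7 tested genes higher (adjusted p under 0.05, edgeR) and a median log2 fold change of 2.08, so the lack of a further shift does not show that IL-6 leaves ERK signaling as it is. RNAseq measures transcripts at 24 h, and ERK phosphorylation was not analyzed here.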

### ERK signaling mediates IL-6-dependent enhancement of IL-4 targets in BMDMs and human macrophages

Given the hints regarding the association of ERK signaling with IL-6-amplified M2 program, we asked whether IL-6 treatment could induce ERK signaling in BMDMs. IL-6 signaling in macrophages is initiated by its binding to the IL-6R receptor subunit, which subsequently activate the signaling receptor subunit gp130^37^. We treated BMDMs with IL-6 or IL-11, the latter being an IL-6-related cytokine that also utilizes gp130 as the signaling receptor^38^. Interestingly, short (30 min) treatments with both cytokines led to visible up-regulation of pERK1/2 levels, in addition to their expected induction of pSTAT3 (Supplementary Fig. 4a). Consistently, IL-11 treatment could also lead to enhancements of IL-4-mediated induction of *Arg1* and *Ccl24* (Supplementary Fig. 4b). Considering such activities by exogenous IL-11, we conducted a control experiment to probe the regulation of endogenous IL-11 under IL-4/IL-6 treatments (Supplementary Fig. 4b, inset). Under the same condition where IL-6 amplified IL-4 responses, no induction of *Il11* mRNA was evident, arguing against a potential secondary involvement of IL-11.

Next, ERK1/2 signaling was examined in cells treated with IL-4, IL-6 or their combination. Whereas minimal induction of pERK1/2 was seen with IL-4 treatment (1 h), IL-6 and dual stimulation could both promote ERK activation. Consistent with the pattern of pSTAT3 (see also Supplementary Fig. 2c), dual stimulation did not drive further pERK1/2 over the IL-6-only group (Fig. 3a).

**Figure 3:**
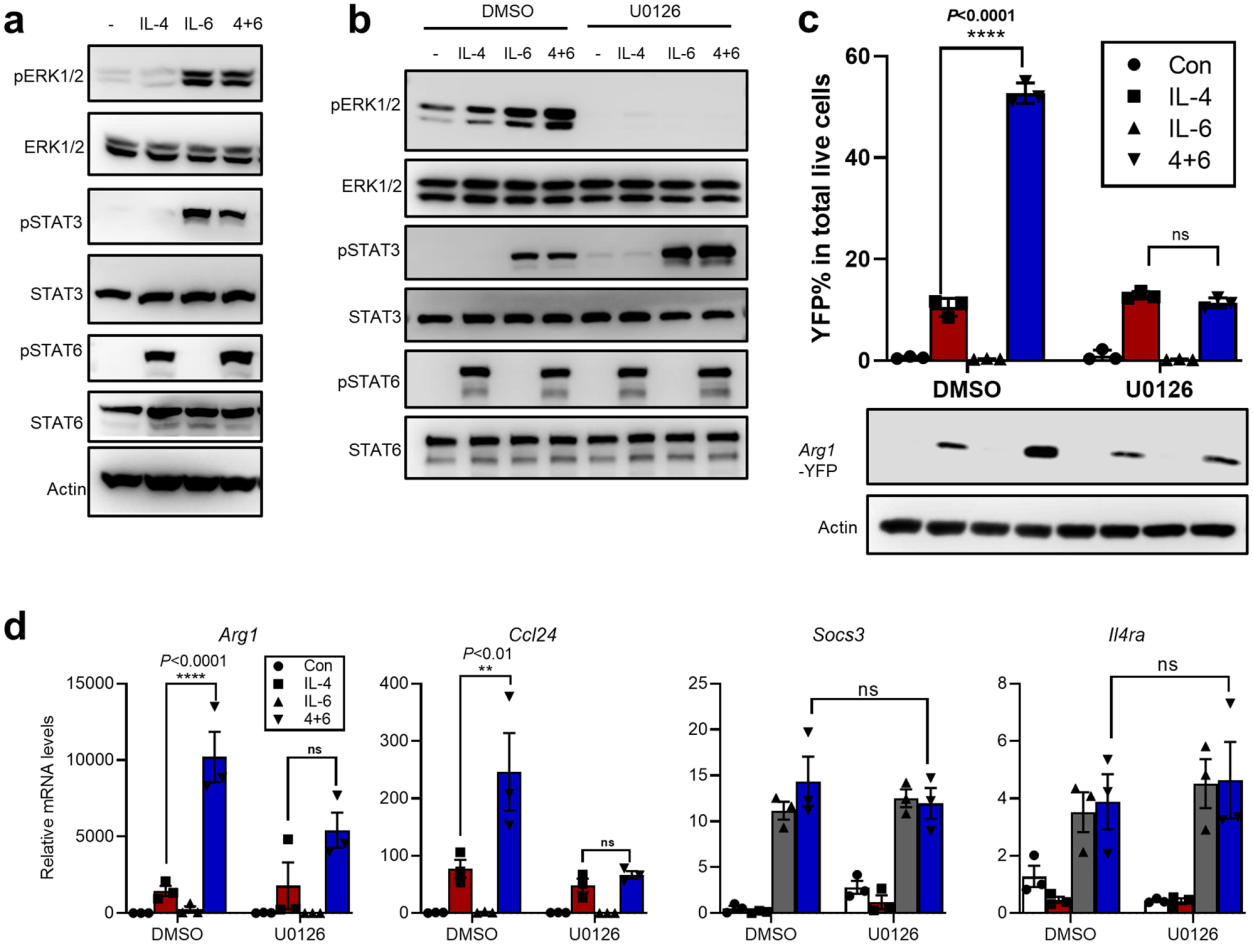
ERK signaling mediates IL-6-dependent enhancement of an IL-4-induced program in macrophages. (**a**) BMDMs were treated with IL-4, IL-6 or IL-4+ IL-6 for 1 h. The cells were harvested and subjected to WB analyses. (**b–d**) BMDMs from *Arg1-YFP* mice were treated with IL-4, IL-6 or IL-4+ IL-6 in the presence or absence of the MEK1/2 specific inhibitor U0126 (1 μM) for 24 h. The cells were harvested and subjected to WB ((**b**) and the lower panel of (**c**)) or for flow cytometry [YFP, n = 3, ± STD] analyses ((**c**), upper panel). The cells were also harvested and subjected to qPCR analyses [n = 3, ± SEM] (**d**). For statistical analyses on different levels of a marker between indicated groups, 2-way ANOVA tests were performed using all data from the given experiment. The adjusted *P* values for specific comparisons are presented on the graphs (****P < 0.0001; **P < 0.01; *ns* not significant).

To determine the role of ERK signaling in IL-6-amplified M2 program, we used a chemical inhibitor (i.e., U0126^39^) against MEK1/2, the direct upstream kinase for ERK phosphorylation. The BMDMs were treated with IL-4, IL-6 or their combination, in the presence of DMSO (vehicle) or U0126 for 24 h (Fig. 3b). The application of U0126 potently diminished basal and IL-6-enhanced pERK1/2 levels, while causing no inhibition on pSTAT3 (IL-6) or pSTAT6 (IL-4) levels. The genotype of these cells (*Arg1*-YFP) also allowed measurements of *Arg1* levels by YFP fluorescence indexes (Fig. 3c, upper, Supplementary Fig. 4c) and WB (Fig. 3c, lower). Importantly, such analyses showed that targeting ERK pathway in these cells abrogated the enhancement effect of IL-6 on the IL-4-*Arg1* response, without affecting *Arg1* induction by IL-4 alone. The effect by U0126 on other IL-6-amplified M2 target genes mirrored such a pattern (Fig. 3d, Supplementary Fig. 4d). On the other hand, the induction of two known targets of canonical IL-6 responses^25,40^, i.e., *Socs3* and *Il4ra*, under IL-6 or IL-4/IL-6 co-treatment was not altered by U0126. These results strongly suggest the involvement of ERK signaling in IL-6-enhanced M2 response in BMDMs.

In our earlier experiments, pre-treatment/wash-off of IL-6 did not lead to notable enhancement of IL-4 targets (see Supplementary Fig. 2d), suggesting a major role by an on-going IL-6 signaling to establish the crosstalk with IL-4. We therefore probed for IL-6 signaling levels under similar experimental conditions in BMDMs (*Arg1*-YFP). As a positive control, cells were also subjected to short pre-treatment (1 h) of IL-6 without wash-off, followed by IL-4 treatment for 24 h (largely resembling a co-treatment condition). Similar to the earlier patterns on mRNA levels of IL-4 targets (see Supplementary Fig. 2d), the IL-6 pre-treatment/wash-off groups showed minimal indications of remaining ERK1/2 and canonical STAT3 activation, demonstrating attenuation of IL-6 signaling after 24 h of the “chase” period (Supplementary Fig. 4e). In contrast, evident activation of ERK1/2 and canonical STAT3 signaling were observed in the positive control group, correlating to an IL-6-enhanced M2 response reveal by YFP levels (*Arg1*-YFP). Such correlation further corroborated the results from pharmacological experiments (Fig. 3c,d) to support a role of IL-6-ERK signaling in enhancement of M2 responses. We envision that the ERK-dependent axis may cooperate with the previously established IL-6-STAT3 signaling^25,27,31,32^ to empower crosstalk with the IL-4 response.

Next, human PBMC-derived macrophages were treated similarly with IL-4, IL-6 or their combination in the presence of DMSO or U0126. As expected, U0126 selectively inhibited IL-6-mediated increase of pERK1/2 levels (Supplementary Fig. 4f). Given the differences in mouse and human M2 programs^41^, only genes that are known to respond to IL-4 in human macrophages were chosen for analyses^32^. Interestingly, for several human chemokine genes induced by IL-4 (partially overlapping with those in BMDMs, see Supplementary Fig. 3d), an enhancement effect by IL-6 co-addition was evident (Supplementary Fig. 4g). In contrast, IL-6 treatment alone was insufficient to cause their induction. Notably, U0126 prevented the enhancement effect of IL-6 on the response of these genes to IL-4 (Supplementary Fig. 4g). As a control, IL-6-dependent up-regulation of *IL4RA* was not affected (Supplementary Fig. 4h). Collectively, our results in human macrophages also showed that IL-6-ERK signaling contributed to amplifying a group of IL-4 targets.

### An SHP2 inhibitor blocked IL-6-dependent ERK activation and amplification of IL-4 responses

IL-6-ERK signaling in other systems is driven by an upstream SH2 domain-containing protein tyrosine phosphatase, i.e., SHP2 (Fig. 4a)^37,42^. We therefore next examined the involvement of SHP2 in IL-6-amplified IL-4 response in BMDMs. To this end, we utilized an allosteric SHP2 inhibitor, i.e., SHP099, which stabilizes SHP2 in an autoinhibitory conformation^43^. Expectedly, SHP099 inhibited IL-6-signaled pERK1/2, without affecting pSTAT3 levels (Fig. 4b). In contrast, ERK signaling downstream of M-CSF treatment was not inhibited by blocking SHP2 activity, consistent with a previous report^44^. The BMDMs were next treated with IL-4, IL-6 or their combination in the presence or absence of SHP099. Treatment of SHP099 blocked IL-6-dependent ERK1/2 activation, while causing no inhibition on the levels of pSTAT3 (IL-6) or pSTAT6 (IL-4) (Fig. 4c). Further analyses of *Arg1* levels by YFP (with *Arg1*-YFP BMDMs) showed that pharmacological targeting of SHP2 in these cells abrogated the enhancement effect of IL-6 on the IL-4-*Arg1* response, despite causing a partial inhibition on YFP (*Arg1*) induction by IL-4 alone (Fig. 4d). For the mRNAs levels of *Arg1* and *Ccl24*, SHP099 also largely mitigated the differences between IL-4 and IL4/IL-6 groups, while respectively causing certain levels of inhibition (*Arg1*) and enhancement (*Ccl24*) on induction by IL-4 alone (Fig. 4e). Consistent with unaffected canonical STAT3 signaling (see Fig. 4b,c), the induction of STAT3-associated target genes (*Socs3*^40^ and *Il4ra*^26,45^) by IL-6 or IL-4/IL-6 was not altered by SHP099 (Fig. 4e). Collectively, our results strongly support a critical role of SHP2-ERK axis in mediating IL-6’s enhancement of M2 response in macrophages.

**Figure 4:**
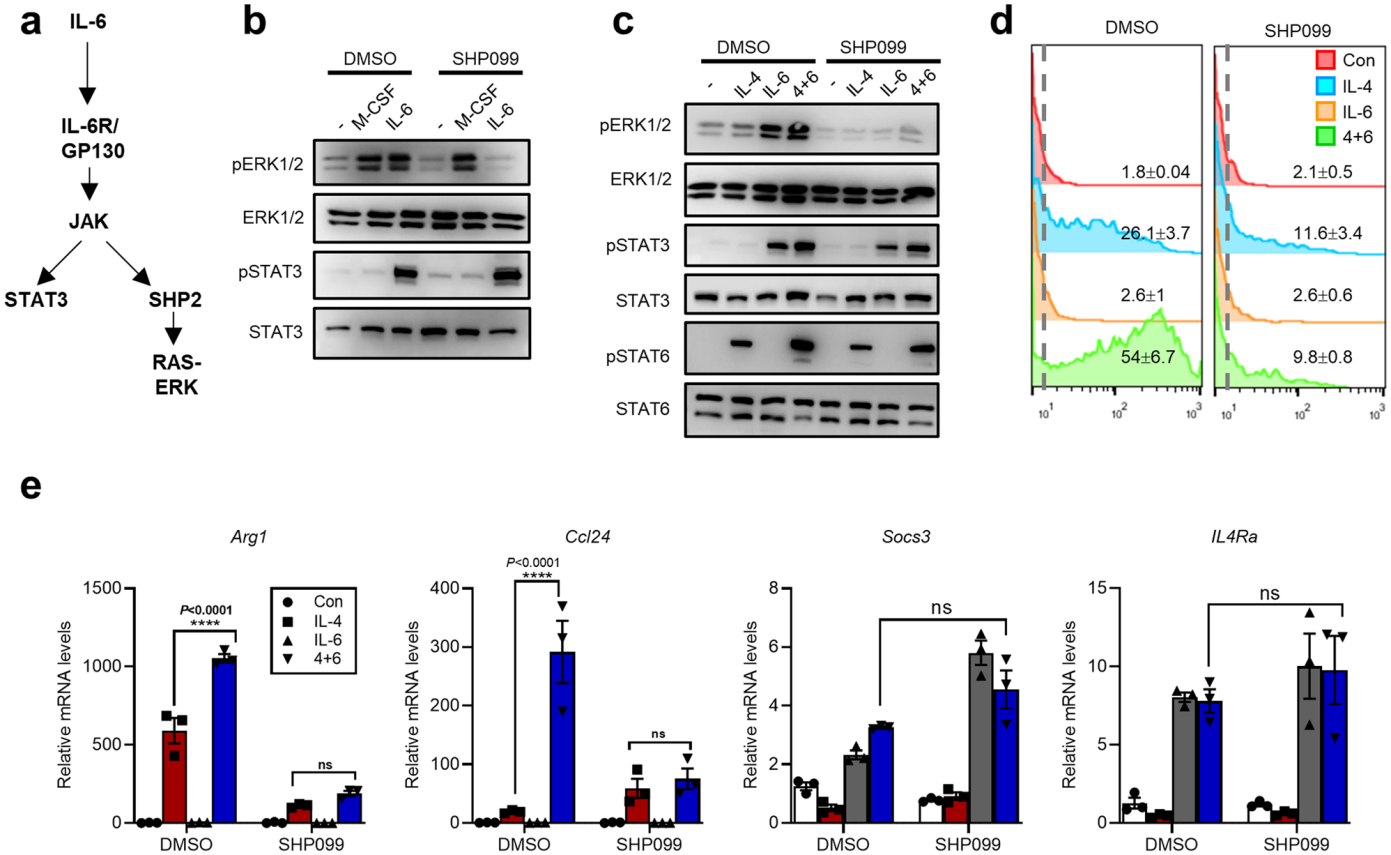
An SHP2 inhibitor blocked IL-6-dependent ERK activation and amplification of IL-4 responses. (**a**) This schematic drawing shows the divergence of canonical STAT3 signaling and SHP2-ERK signaling downstream of IL-6. (**b**) BMDMs were treated with M-CSF (10 ng/ml) or IL-6 (40 ng/ml) for 1 h in the presence of SHP099 (10 μM) or not. The cells were harvested and subjected to WB analyses. (**c–e**) BMDMs from *Arg1-YFP* mice were treated with IL-4 (10 ng/ml), IL-6 (40 ng/ml) or IL-4/IL-6 in the presence or absence of the SHP2 specific inhibitor SHP099 (1 μM) for 24 h. The cells were harvested and subjected to WB analyses (**c**), flow cytometry analyses [YFP, n = 3, ± STDEV] (**d**), or qPCR analyses [n = 3, ± SEM] (**e**). For statistical analyses on different levels of an mRNA between indicated groups, 2-way ANOVA tests were performed using all data from the given experiment. The adjusted *P* values for specific comparisons are presented on the graphs (****P < 0.0001; *ns* not significant).

### IL-6-ERK signaling is involved in promoting M2-skewed phenotype of IFN-stimulated transitional monocytes, and potentially in contributing to pro-tumoral polarization of TAMs under poly(I:C) treatment

In our initial transitional monocytes system that mimic the responses of tumor-associated monocytes/macrophages under IFN-based therapy (Fig. 1), we have demonstrated the involvement of IL-4 and IL-6 in mediating the IFN-elicited, unconventional M2 program. Having established the potential of IL-6-ERK signaling in amplifying IL-4-dependent macrophage response in a series of ligand co-addition experiments (Figs. 3, 4), we next examined whether such a signaling axis also could operate in IFN-stimulated transitional monocytes. Indeed, the neutralizing antibody against IL-6 inhibited IFN-induced pERK1/2 levels in transitional monocytes, correlating to its effect on mitigating pSTAT3 induction (Fig. 5a, and also see Fig. 1h). Indeed, the mRNA levels of IL-6, but not of another IL-6 family member IL-11, were induced in IFN-treated transitional monocytes (Supplementary Fig. 5a). Consistent with the role of IL-6-ERK signaling in promoting macrophage M2 skewing, U0126 treatment significantly reduced IFN-dependent *Arg1*-YFP levels (Fig. 5b), while not affecting pSTAT6 induction (an indication of IL-4 activity, see Supplementary Fig. 1a). Furthermore, U0126 reduced a number of IFN-triggered M2 markers (i.e., *Arg1*, *Ccl8*, *Ccl12* and *Ccl24*), without affecting the induction of *Irf7*, a canonical target of IFN (Fig. 5c). Like the IL-6-treated BMDMs (see Fig. 3d), IFN-stimulated transitional monocytes also showed up-regulation of *Il4ra* mRNA (Fig. 5c), whose levels were not affected by U0126. In addition, U0126 did not significantly alter the patterns of differentiation markers (*Emr1* and *Ly6c1*) respectively associated with macrophages and monocytes (Supplementary Fig. 5b), supporting a specific effect by U0126 in these cells to mitigate their M2-skewed phenotype.

**Figure 5:**
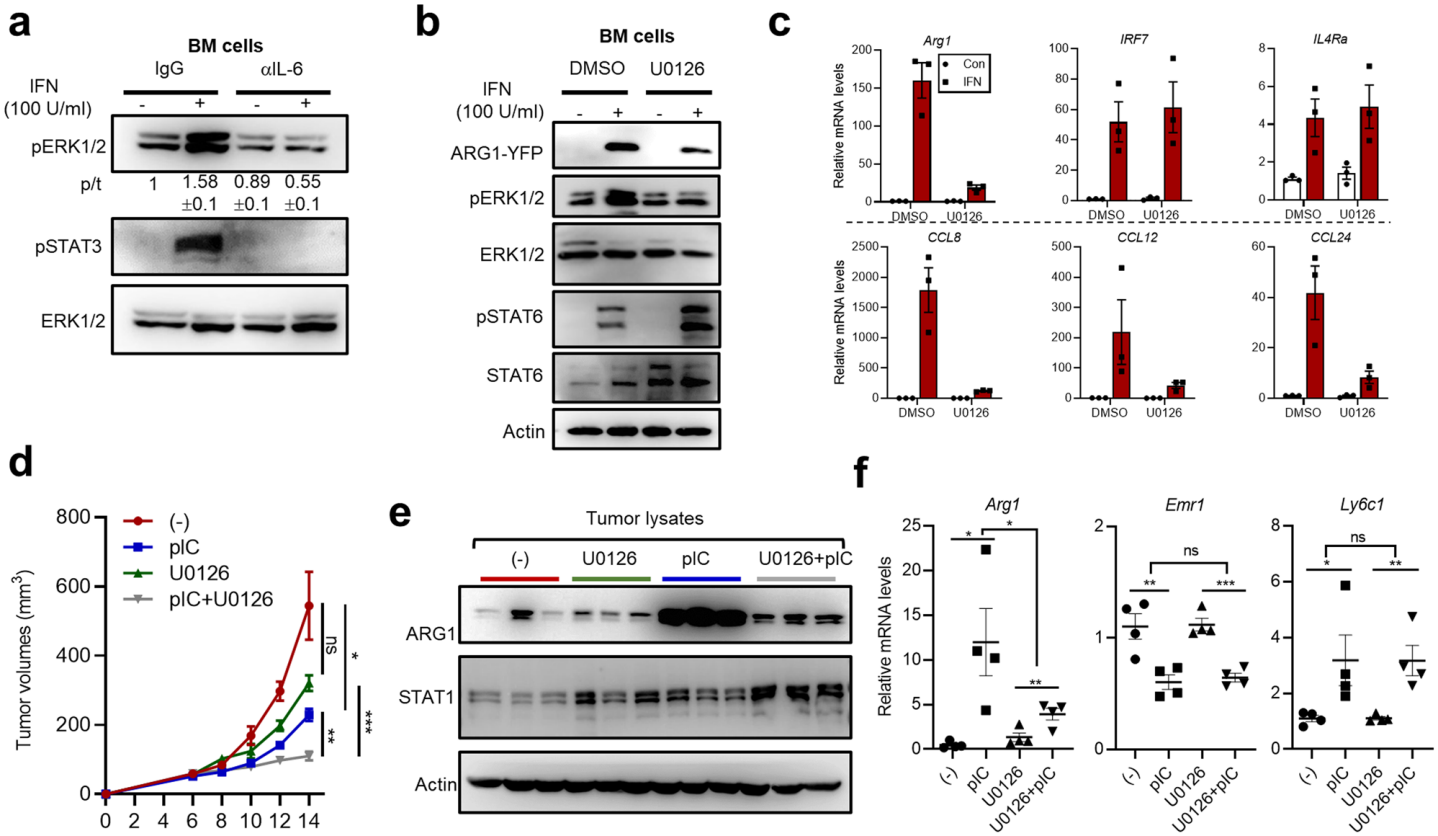
IL-6-ERK signaling is involved in promoting M2-skewed phenotype of IFN-stimulated transitional monocytes, and potentially in contributing to pro-tumoral polarization of TAMs under poly(I:C) treatment. (**a**) BM mononuclear cells were treated with M-SCF (20 ng/ml) ± IFN (100 U/ml) for 24 h, in the presence or absence of IL-6 neutralizing antibody (5 μg/ml). The cells were harvested and subjected to WB analyses. (**b,c**) BM mononuclear cells were treated with M-SCF (20 ng/ml) ± IFN (100 U/ml) for 48 h, in the presence or absence of U0126 (2.5 μM). The cells were harvested and subjected to WB analyses (**b**) or qPCR (n = 3, ± SEM) (**c**). (**d–f**) The mice were injected with 1 × 10^6^ LLC cells in the flanks. Tumor-bearing mice were treated ± poly(I:C) ± U0126 (20 μmol/kg) (i.p.) every 2 days. Tumors were harvested after 4 treatments. In (**d**), the time-dependent changes in tumor sizes are presented (± SEM, n = 4). Multiple unpaired t tests (using Holm–Šídák method) were performed to compare measurements from different groups. The adjusted *P* values for the end-point data were shown on the graph. At the end of the animal experiment, the tumors were harvested. Results from WB (**e**) or qPCR analyses [n = 4, ± SEM] (**f**) are presented. Unpaired t tests were performed for individual markers. Asterisks in this figure correspond to *P* values (***P < 0.001; **P < 0.01; *P < 0.05; *ns* not significant).

In the transplantable tumor model with Lewis lung carcinoma (LLC), we have previously demonstrated that the IFN-IL-4 cytokine axis-mediated unconventional M2-skewing of TAMs hinders the therapeutic effect by poly(I:C)^21,22^. Given the characterization of IL-6-ERK pathway in amplifying the M2-skewed phenotype of IFN-conditioned transitional monocytes (Fig. 5b,c), it is conceivable that pharmacological targeting of the pathway may potentiate IFN-based therapies. Therefore, we tested the effect of ERK targeting on poly(I:C) treatment of LLC tumors. The mice were administered (i.p.) with ± poly(I:C) and ± U0126 after the tumors became palpable. At the doses administered (20 μmol/kg, every other day), U0126 alone caused modest inhibition of tumor growth, an effect less substantial than that by poly(I:C) alone (Fig. 5d). Notably, combinatory treatment with poly(I:C) and U0126 inhibited tumor growth to a greater degree than by either treatment alone (Fig. 5d). Although U0126 could possibly affect different tumor and non-tumor compartments, these results are in line with the notion that targeting macrophage ERK pathway may enhance poly(I:C) therapy. In the tumor lysates, the direct effects by poly(I:C)/IFN were shown by the increases of STAT1 levels^21,22^ (Fig. 5e). Intriguingly, U0126 alone or in combination with poly(I:C) promoted STAT1 levels, which might be attributed to potential ERK/STAT1 crosstalk previously observed in some cell models^46,47^. As expected from our previous studies^21,22^, poly(I:C) treatment was associated with an induction of ARG1 in the tumors (Fig. 5e). While U0126 treatment alone did not appear to inhibit ARG1 levels in the tumor lysates, its combination with poly(I:C) markedly reduced the treatment-associated ARG1 induction (Fig. 5e). However, our results did not show evident U0126-driven changes in ERK activation at the whole tumor level (Supplementary Fig. 5c), possibly attributing to the insufficient effect by the administered dose of U0126 on the constitutively active RAS-ERK signaling in the LLC tumor cells^48^. In contrast to its strong inhibition of poly(I:C)-engaged *Arg1* expression, U0126 did not significantly alter the whole-tumor expression patterns of *Emr1* and *Ly6c1*, markers respectively associated with macrophages and monocytes (Fig. 5f). As the present treatment model was based on systemic U0126 administration, it is worth pointing out that future detailed analyses of ERK signaling and impacts in different tumor and non-tumor compartments are certainly warranted. Despite such limitations, our data from the above mouse experiments are supportive for a role of macrophage ERK signaling in poly(I:C) treatment-associated, unwanted M2-skewing of TAMs.

## Discussion

IFN-I represents a key component in the innate arm of immune responses against cancer^3,6^. To understand how IFN-I responses are integrated in diverse compartments of tumors shall inspire new strategies to optimize IFN-associated cancer therapies^9^. Here, extending our previous studies on a monocyte-orchestrated IFN-IL-4 cytokine axis that undesirably drive TAMs toward an M2-skewed phenotype^21,22^, we have further identified IL-6 as another mediator for this pro-tumoral axis (Fig. 1). Following induction by IFN, IL-6 acts in concert with IL-4 to augment the levels of a major group of IL-4-dependent target genes in macrophages (Fig. 2, Supplementary Fig. 3). Interestingly, we established a critical role by the IL-6-SHP2-ERK signaling pathway in enhancing the IL-4 response (Figs. 3, 4). Moreover, in the LLC transplantable tumor model, an inhibitor targeting ERK activation mitigated poly(I:C)-induced indexes of M2 TAMs, and leading to further inhibition of tumor growth (Fig. 5). Therefore, our work provides new insights into the tumor-tolerizing role by IFN-I, which shall bear translational implications.

Similar to our previous works^21,22^, the present study was also based on the in vitro culture of M-CSF-instructed transitional monocytes which partially mimic the mixed population of tumor-associated monocytes and macrophages. Together, this series of investigations demonstrate that the IFN-stimulated monocytes may produce multiple cytokines (including IL-4 and IL-6) to subsequently shape downstream responses. The focus of this study is at IL-6, which is a pleotropic cytokine with diverse immunoregulatory, tissue-remodeling and metabolic functions^37,49,50^. IL-6 plays critical roles in host defense, while its dysregulation also drives chronic inflammation and autoimmunity. On the other hand, IL-6 can also contribute to tissue repair and immune tolerance^51^. A prominent example is provided by its known activity to enhance macrophage M2-skewing (in association with restorative activities)^25,27,31,32,52^. Therefore, it is conceivable that a physiological role for the monocyte-mediated IFN-to-IL-4/IL-6 axis may pertain to fine-tuning the balance of immunity and tissue repair under IFN-primed conditions. However, in the tumor context, the response of TAM to such M2-polarizing signals can undesirably drive treatment resistance.

It has been well established that the JAK/STAT3 pathway downstream of IL-6 mediates the enhancement of IL-4 response in macrophages^25,27,31,32^. Our previous results that an STAT3 inhibitor could diminish ARG1 induction in IFN-stimulated transitional monocytes^21^ is in line with this notion, given the clear involvement of endogenous IL-6 and IL-4 in this model (see Fig. 1g, h, Supplementary Fig. 1a). However, the existing mechanistic models for such amplification effect by IL-6 are still unsatisfactory. For instance, a previously suggested STAT3-IL4RA mechanism^25,27^ seems insufficient to account for the fact that some IL-4 target genes are minimally enhanced by IL-6 (see Fig. 2a). Complementing the previous STAT3-centric model^25,27,31,32^, our present results additionally suggest an essential role by the IL-6-ERK1/2 signaling in amplifying the IL-4 response in both mouse and human macrophages (Fig. 3). Moreover, as an upstream signaling component toward ERK activation^37^, SHP2 was also found to be required for the enhancement effect by IL-6 (Fig. 4). It is possible that downstream of IL-6, the ERK-dependent transcription factors such as AP-1 may closely coordinate with STAT3 to facilitate IL-4-activated STAT6 for inducing a subset of M2 genes. Indeed, a role by AP-1 transcription factors in promoting M2 marker gene *Arg1* expression was previously shown^53^. On the other hand, ERK may serve as a direct kinase for serine-727 at STAT3 (in conjunction with canonical signaling via Y705) to enhance its transcriptional activity^54,55^. Interestingly, the S727-phosphorylation of STAT3 has also been shown to increase its translocation to mitochondria and subsequent regulation of OXPHOS^56^. As the phenotypes of M2 macrophages rely on activation of OXPHOS^57^, a potential ERK-STAT3 [S727]-dependent immuno-metabolic mechanism for IL-6/IL-4 crosstalk seem very intriguing. Future works are highly warranted to examine these possibilities and to establish a unified mechanistic model to account for the IL-6-amplied M2 macrophage response.

Our work provides the rationale for combining IFN therapy with ERK inhibition, an intriguing notion considering the established therapeutic implications of ERK pathway in tumors^58^. Although initially considered as a tumor-intrinsic target, recent investigations have also suggested the therapeutic potential of ERK targeting in the immune and non-immune stromal compartments^59^. For instance, ERK activity can drive exhaustive apoptosis of CD8^+^ T cells^60^, and can lead to expansion of TAMs^61^. Compared to the tumor compartment where ERK activities are powered by multiple oncogenic pathways, their activities in the immune compartment may be more susceptible to pharmacological inhibition. Indeed, in our experiments with U0126 (targeting MEK-ERK), an inhibition on the M2 macrophage indexes was already apparent even though global reduction of ERK activity in tumors were not apparent (Fig. 5e,f). Further mechanistic investigations in this and other IFN-related treatment models are warranted to extensively validate such a potential targeting strategy.

Our study also raises some interesting questions. The mechanisms leading to IL-4/IL-6 induction by IFN in monocytes are currently unclear, as these are not considered canonical ISGs. The potential involvement of the unphosphorylated STAT2, as suggested previously^62^, in the induction of such non-canonical ISG warrants testing. It would also be important to explore how our findings may be related to the regulation of human monocytes/TAMs. Interestingly, recent single cell profiling of human TAMs has shown co-existing subsets with signatures associated with IFN and IL-6, or those with regulatory phenotypes resembling M2 macrophages^18,63^. Therefore, the cooperated actions by these cytokines (IFN/IL-6/IL-4) on TAMs might represent a common theme in some human cancers.

Taken together, our study reveals an IFN-triggered IL-4/IL-6 cytokine network impacting on the phenotypes of tumor-associated macrophages. We have provided some further mechanistic insights into IL-6-mediated enhancement of M2 (IL-4) macrophage response. Such investigations may also be relevant for certain pathological conditions involving other IL-6 family members [acting alone or redundantly]^50^. We envision that these findings shall hold therapeutic implications for cancer and other inflammatory diseases.

## Materials and methods

### Ethics statement

The animal studies were approved by the Institutional Animal Care and Use Committee of the Model Animal Research Center of Nanjing University (MARC-NJU) (under project license LJH#19), and were performed in accordance with the relevant guidelines and regulations. The mice were housed in an AAALAC accredited facility (SPF) at MARC-NJU. The experiments involving human PBMCs were approved by the local ethics committee (Nanjing Drum-Tower hospital, Affiliated Hospital of Nanjing University Medical School). Human PBMCs were obtained from healthy volunteers with informed consent at Nanjing Drum-Tower hospital. All methods involving human PBMCs were performed in accordance with the relevant guidelines and regulations.

### Reagents

Polyinosinic–polycytidylic acid (poly(I:C)) was purchased from InvivoGen. Mouse IFNβ (#12405-1) was from PBL. Mouse M-CSF (#315-02), mouse recombinant IL-6 (#315-05), mouse recombinant IL-4 (#214-14), human recombinant M-CSF (#300-25-2), human recombinant IL-6 (#200-06), human recombinant IL-4 (#200-04) were from PeproTech. The ELISA kits for mIL-6 (#88-7064-22) and mIL-4 (#88-7044-22) were from eBioscience.

Mouse IL-4-neutralizing antibodies were from Bio-x cell (#BE0045), mouse IL-6-neutralizing antibody (#504512) was from Biolegend. The ERK1/2 inhibitor U0126 (#U120) was from Sigma. SHP099 (#HY-1003881) was from MCE. The NE-PER Nuclear and Cytoplasmic Extraction kit (#78833) was from Thermo Fisher. Primary antibodies for Western blot were purchased from Cell Signaling Technology (arginase-1, #93668; pSTAT6-Y641, #565543; STAT6, #93623; pStat3-Tyr705, #9145; STAT3, #9139; STAT1, #14994; Erk1/2, #4695; pErk1/2, #4370), and Genscript (Actin, #A00730), Abclonal (GFP, #AE012). Antibodies for Flow Cytometry were purchased form Biolegend: anti-CD16/32 (#101330), AF488-anti-Ly6C (#128022), BV421-anti-F4/80 (#123132), AF647-anti-CD206 (#141712).

### Flow cytometry analyses

For analysis of YFP (*Arg1-YFP*) levels, BMDMs were dissociated from the culture plate using 5 mM EDTA in PBS. Following washing with PBS, the prepared cells were directly subjected to flow cytometry analysis. FACS was also applied for separation of monocytes and macrophages. After 2 days treatment with M-CSF ± IFNβ (100 U/ml), the monocytes (Ly6C^+^F4/80^−^) and macrophages (F4/80^+^) were sorted with a BD FACSAria III high-speed sorter. To analyze the expression of CD206, an intracellular staining protocol was adopted according to the instruction from the antibody provider (Biolegend). Cells were fixed and permeabilized using BD Cytofix/Cytoperm Plus (#554715, BD), and subsequently subjected to antibody staining for 30 min.

### Differentiation of mononuclear cells

Mouse bone marrow was harvested from *Arg1-YFP*^+/+^ mice^22^ at the age of 8 to 12 weeks. The cut femur and tibia were flushed with PBS with the use of 25-gauge needles. Then the cell suspensions were passed through a 40-μm nylon mesh. The BM mononuclear cells were prepared by Histopaque-1077 gradient centrifugation (#17-5442-02, GE Healthcare)^21^. These cells were then cultured with DMEM medium (#10564029, Gibco) containing 10% FBS (Gibco) and 20 ng/ml of recombinant mouse M-CSF. BM-derived cells were cultured for a total of 7 days (fed with fresh medium containing M-CSF every other day) to generate mature macrophages. Human PBMCs were prepared via a similar gradient centrifugation protocol as above. For derivation of human macrophages, PBMCs were cultured for 7 days in RPMI-1640 medium containing 10% FBS (Gibco) and human M-CSF (20 ng/ml).

### Mouse tumor model

The C57/BL6 mice (6–8 weeks) were injected subcutaneously (s.c.) with 1 × 10^6^ Lewis lung carcinoma (LLC) cells at the flanks^22^. The tumors growth was monitored and measured ([length x width^2^]/2). Treatments generally started on day 6 when tumor volumes reached ~ 50 mm^3^, and lasted for 8 days. Poly(I:C) (5 mg/kg, i.p.) or U0126 (20 μmol/kg^64^, i.p.) was administered every two days. The animal study is reported in accordance with ARRIVE guidelines.

### Western blot and quantitative PCR analyses

Western blot analyses were performed as previously described^21^. In some experiments, cytosolic or nuclear extracts were first prepared with a kit from Thermo according to manufacturer’s instructions. Enhanced chemiluminescence (ECL) was used for detection. Total RNA of cells was isolated utilizing the Trizol reagents. Equal amounts of RNA were then subjected to reverse transcription using HiScript Q RT SuperMix (#R123-01, Vazyme). Primers used are shown in the Supplementary Table 1. Quantitative PCR (qPCR) analyses were performed on ABI Step One Plus using SYBR premix (#Q141-AA, Vazyme) or Roche LightCycler (#Q121-AA, Vazyme). The housekeeping gene GAPDH was used as internal control.

### RNA sequencing

BMDMs treated with IL-4 (10 ng), IL-4 (10 ng) + IL-6 (40 ng) for 24 h, all cells were harvested and lysed in Trizol reagent. The RNA sequencing procedure and data analyses were carried out by Annoroad Gene Tech. Co., Ltd. (Beijing, China).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism. All data presented in this study are derived from at least three independent experiments. For quantitative results, average values from biological replicates were presented with error bars denoting SEM (n ≥ 3). Depending on the experimental designs, the *P* values were determined by Student t-tests, multiple t tests [using Holm-Šídák method], or 2-way ANOVA as indicated in the figure legends (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## Supplementary Information

Supplementary Information.

## Data Availability

High-throughput RNAseq data (raw and processed) are deposited at the NCBI GEO database (https://ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192371). The following secure token has been created: wfcvakguntovlwp.

# Supplementary material for: IL-6/ERK signaling pathway participates in type I IFN-programmed, unconventional M2-like macrophage polarization
**Source:** Sci Rep. 2023 Feb 1;13:1827. doi: 10.1038/s41598-022-23721-9
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

**IL-6/ERK signaling pathway participates in type I IFN-programmed, unconventional M2-like macrophage polarization**

- **Supplementary Figures and Legends**
- **Supplementary Table 1:** Primers for qPCR analyses
- **Raw WB blots corresponding to data in the Figures and Supplementary Figures**

**Supplementary Figures and Legends:**

**Supplementary Figure 1: IFN-stimulated transitional monocytes release soluble factors for induction of ARG1 in macrophages**. **(a)** BM mononuclear cells from *Arg1-YFP* mice (with an illustration of the modified allele) were treated with M-SCF (20 ng/ml) ± IFN (100 U/ml) for 48 h with or without the presence of antibodies against IL-4 (5 μg/ml). Samples were subjected to WB or qPCR analysis (n =3, ±SEM). **(b-d)** BMDMs from *Arg1-YFP* mice were stimulated with different doses of IL-4 for 24 h. (b) Cells were harvested for flow cytometry (YFP signals). In (c), the relative fluorescent levels [YFP%×MFI] for YFP were quantitated (n =3, ±SEM). (d) Cells were also harvested for WB analyses. **(e)** BM mononuclear cells were treated with M-CSF ± IFNβ for 48 h. In some groups, neutralizing Abs against IL-10 (5 μg/ml) were added to the medium as indicated. The cells were harvested and subjected to qPCR analyses (n =3, ±SEM). **(f)** BM mononuclear cells were treated with M-SCF ± IFN for 48 h, monocytes (Ly6C^+^F4/80^-^) and macrophages (F4/80^+^) were sorted by fluorescent cytometry. The RNA samples from sorted cells were analyzed by qPCR for *Il4* (n =3, ±SEM). For statistical analyses on different levels of an mRNA between indicated groups, 2-way ANOVA tests were performed using all data from the given experiment. The adjusted *P* values for specific comparisons are presented on the graphs (****: *P*<0.0001; ***: *P*<0.001; ns: not significant).

**Supplementary Figure 2: IL-6 signaling can tightly coordinate with IL-4 or IL-13 signaling to enhance the M2 macrophage response. (a-b)** BMDMs from *Arg1-*YFP mice were either untreated or treated with IL-4 (10 ng/ml), IL-6 (40 ng/ml), IL-13 (40 ng/ml), IL-4 (10 ng/ml) +IL-6 (40 ng/ml), or IL-6 (40 ng/ml) +IL-13 (40 ng/ml) for 24 h. The cells were harvested and subjected to qPCR [n =3, ±SEM] (a) or for flow cytometry (YFP%) analyses [n =3, ±STD] (b). The qPCR results were also subjected to statistical analyses (unpaired t tests) on the differences between indicated groups. The *P* values are presented on the graphs (**: *P*<0.01). **(c)** Phosphorylated STAT3 and STAT6 levels in cytoplasmic and nuclear extracts from the indicated cytokine-treated BMDMs for 30 min are shown. **(d)** BMDMs were pre-incubated with IL-6 (40 ng/ml) or medium alone for 24 h. After 24 h, cells were washed and stimulated with ±IL-4 (10 ng/ml) for another 24 h. Another group was subjected to simultaneous IL-4 and IL-6 treatment for 24 h (blue). Samples were analyzed by qPCR (n =3, ±SEM).

**Supplementary Figure 3: Co-addition of IL-6 with IL-4 leads to enhanced expression in a major group of IL-4 targets, together with other patterns of regulation of gene expression. (a-d)** BMDMs were treated with IL-4 (10 ng/ml), or IL-4 (10 ng/ml) + IL-6 (40 ng/ml) for 24 h. The RNAseq analyses were performed. Principal-component analysis (PCA) of gene expression data is shown in (a). Each dot represents a biological replicate for an indicated treatment group. The first principal component (PC) is shown on the X-axis, and the second PC is shown on the Y-axis. Numbers of induced genes upon IL-4 (10 ng/ml) or IL-4 (10 ng/ml) +IL-6 (40 ng/ml) stimulation are presented in (b). The number of identical genes within the two groups and that of the combined gene list are also shown in the graph. Genes that featured induction in either the IL-4- and/or the co-addition-group (Adjusted *P*<0.05, Log_2_FC>2) were clustered, with the heatmap presented in (c). Furthermore, the IL-6-amplified (Log_2_FC>1.5) M2 genes (induced by IL-4) were selected, with the heatmap presented in (d). **(e)** BMDMs were treated with IL-4, IL-6 or IL-4/IL-6 for 24 h, indicated mRNAs were analyzed by qPCR (n =3, ±SEM). The qPCR results were also subjected to statistical analyses (multiple unpaired t tests, using Holm-Šídák method) for the differences between indicated groups. The adjusted *P* values are presented on the graphs (***: *P*<0.001; **: *P*<0.01; *: *P*<0.05; ns: not significant). **(f)** The aggregated expression levels (FKMP) for two group of genes under the condition of IL-4 treatment are shown (left, IL-6-enhanced M2 genes; right, IL-6-suppressed M2 genes). The *P* value for unpaired t test is presented. **(g)** List of top 20 significantly enriched GO biological processes for IL-6 amplified IL-4 target genes in BMDMs. Those genes associated with ERK pathways are listed.

**Supplementary Figure 4: ERK signaling mediates IL-6-dependent enhancement of IL-4 targets in macrophages. (a)** BMDMs were treated with IL-6 (40 ng/ml) or IL-11 (40 ng/ml) for 1 h. The cells were harvested and subjected to WB analyses. **(b)** BMDMs were either untreated or treated with IL-4 (10 ng/ml), IL-6 (40 ng/ml), IL-11 (40 ng/ml), IL-4 (10 ng/ml) +IL-6 (40 ng/ml) together, or IL-4 (10 ng/ml) +IL-11 (40 ng/ml) for 24 h. The cells were harvested and subjected to qPCR (n =3, ±SEM). The mRNA levels of *Il11* in single and combinatorial IL-4/IL-6 treatment groups are shown in the inset (n =3, ±SEM). **(c-d)** BMDMs from *Arg1-YFP* mice were treated with IL-4 (10 ng/ml), IL-6 (40 ng/ml) or IL-4 (10 ng/ml) +IL-6 (40 ng/ml) in the presence or absence of the ERK1/2 specific inhibitor U0126 (1 μM) for 24 h. The cells were harvested and subjected to fluorescent cytometry [YFP, n =3, ±STD] (c)**,** or qPCR analyses [n =3, ±SEM] (d). **(e)** BMDMs were pre-incubated with IL-6 (40 ng/ml) or medium alone for 24 h (“D1”). After 24 h, cells were washed and stimulated with ±IL-4 (10 ng/ml) for another 24 h (“D2”). Another group was subjected to short IL-6 pre-treatment without wash-off, followed by IL-4 treatment for 24 h [abbreviated as “(6*+4) D2” with the “6*” denoting short IL-6 pre-treatment]. Samples were analyzed by WB. **(f-g)** Human macrophages (hMDMs) were treated with IL-4 (20 ng/ml), IL-6 (20 ng/ml) or IL-4 (20 ng/ml) + IL-6 (20 ng/ml), in the presence or absence of the ERK specific inhibitor U0126 (1 μM) for 24 h. The cells were harvested and subjected to WB (f) or qPCR analyses [n =3, ±SEM] (g, h). For statistical analyses on different levels of an mRNA between indicated groups, 2-way ANOVA tests were performed using all data from the given experiment. The adjusted *P* values for specific comparisons are presented on the graphs (****: *P*<0.0001; **: *P*<0.01; *: *P*<0.05; ns: not significant).

**Supplementary Figure 5: U0126 did not significantly affect the differentiation markers of monocytes and macrophages in vitro. (a)** BM mononuclear cells were treated with M-SCF (20 ng/ml) ± IFN (100 U/ml) for 48 h. The mRNA levels of *Il6* and *Il11* were determined by qPCR (n =3, ±SEM). **(b)** BM mononuclear cells were treated with M-SCF (20 ng/ml) ± IFN (100 U/ml) for 48 h, in the presence or absence of U0126 (2.5 μM). The cells were harvested and subjected to qPCR analyses (n =3, ±SEM). **(c)** Tumor lysates from indicated experimental group were analyzed by WB. Densitometry analyses for bands of pERK1/2 or actin were performed for quantitation.

**Supplementary Table 1**: Primers for qPCR analyses

| **Symbol (mouse)** | **Forward primer sequences (5’-3’)** | **Reverse primer sequences (5’-3’)** |
| --- | --- | --- |
| *Irf7* | CACAGATCTTCAAGGCCTGGGC | CTGTGGAGTGCACAGCGGAAGT |
| *Fizz1* | TACTTGCAACTGCCTGTGCTTACT | TATCAAAGCTGGGTTCTCCACCTC |
| *Ym1* | TGGAGGATGGAAGTTTGGAC | AATGATTCCTGCTCCTGTGG |
| *Il4* | GGTCTCAACCCCCAGCTAGT | GCCGATGATCTCTCTCAAGTGAT |
| *Il6* | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Il10* | GCTCTTACTGACTGGCATGAG | CGCAGCTCTAGGAGCATGTG |
| *Il11* | TGTTCTCCTAACCCGATCCCT | CAGGAAGCTGCAAAGATCCCA |
| *Il4ra* | TCTGCATCCCGTTGTTTTGC | GCACCTGTGCATCCTGAATG |
| *Ccl2* | GGCTCAGCCAGATGCAGTTAA | CCTACTCATTGGGATCATCTTGCT |
| *Ccl8* | TCTACGCAGTGCTTCTTTGCC | AAGGGGGATCTTCAGCTTTAGTA |
| *Ccl12* | ATTTCCACACTTCTATGCCTCCT | ATCCAGTATGGTCCTGAAGATCA |
| *Ccl17* | GACGACAGAAGGGTACGGC | GCATCTGAAGTGACCTCATGGTA |
| *Ccl24* | TCTTGCTGCACGTCCTTTATT | GCATCCAGTTTTTGTATGTGCC |
| *Mrc1* | CTCTGTTCAGCTATTGGACGC | CGGAATTTCTGGGATTCAGCTTC |
| *Chil4* | TCCACTTTGAACCACATTCCAA | CCAGCACTAACAGTAGGGTCA |
| *Socs3* | ATGGTCACCCACAGCAAGTTT | TCCAGTAGAATCCGCTCTCCT |
| *Emr1* | CCCCAGTGTCCTTACAGAGTG | GTGCCCAGAGTGGATGTCT |
| *Ly6c1* | GCAGTGCTACGAGTGCTATGG | ACTGACGGGTCTTTAGTTTCCTT |
| *Gapdh* | AGGGCTGCTTTTAACTCTGGT | CCCCACTTGATTTTGGAGGGA |
|  |  |  |
| **Symbol (human)** | **Forward primer sequences (5’-3’)** | **Reverse primer sequences (5’-3’)** |
| *CCL8* | TGGAGAGCTACACAAGAATCACC | TGGTCCAGATGCTTCATGGAA |
| *CCL17* | CATCTGAGGACTGCTCCAG | GCTTTGCAGGTATTTAACTGC |
| *CCL18* | GGTGTCATCCTCCTAACCA | GTCGCTGATGTATTTCTGGAC |
| *CCL23* | CATCTCCTACACCCCACGAAG | GGGTTGGCACAGAAACGTC |
| *IL4Ra* | *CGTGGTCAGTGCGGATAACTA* | *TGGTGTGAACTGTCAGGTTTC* |
| *GAPDH* | AGGGCTGCTTTTAACTCTGGT | CCCCACTTGATTTTGGAGGGA |

**Raw WB blots corresponding to data in the Figures and Supplementary Figures:**

How the deposited data were processed for this re-analysis (not part of the article)

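BMDMs from mice were cultured without cytokine (control) or for 24 h with one of these additions: IL-4 at 10 ng/ml, the same IL-4 together with IL-6 at 40 ng/ml, IL-13 at 40 ng/ml, or the same IL-13 together with that dose of IL-6, and RNA of 3 biological replicates per group was sequenced, which gave 15 libraries. The sequencing and its primary analysis were done by a service company, and the paper's text names no aligner, genome build, counting tool or read filter.

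The authors deposited a matrix of raw counts per gene, whole numbers without normalization, for 53465 mouse Ensembl identifiers. They also deposited one list of FPKM values per library for 26080 genes, which the authors had calculated from these counts by dividing by a gene length and by the summed count of the library. This was checked on 157532 values, and the lengths that the values imply differed by a relative 8.51e-09 at most between libraries. The 27385 genes left out of the FPKM lists had counts of 0 in all libraries, and 826 of the listed genes did as well. Symbols were found for 53274 identifiers, and 53360 are in the GENCODE annotation of GRCm38 that was used as the reference, while the others held 0.00417% of the counts. Because the build used by the authors is not stated, this annotation was used only for symbols, for overlaps and neighbors of genes and for GC content, and no coordinates are given.

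The counts were analyzed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), library sizes were scaled with TMM factors, dispersions were estimated with estimateDisp, and contrasts were tested with the quasi-likelihood F-test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over all tested genes. Results on IL-4 came from one fit of the 9 control, IL-4 and IL-4/IL-6 libraries (13685 genes), and results on IL-13 from one fit of all 15 libraries (13938 genes). No covariate was used. An induced gene had an adjusted p under 0.05 and a log2 fold change above 2 over control. An enhanced target was an IL-4-induced gene with an adjusted p under 0.05 and a log2 fold change above 1.5 in IL-4/IL-6 over IL-4, and a suppressed target one with a log2 fold change below -1.5. A target not changed had a log2 fold change between -0.5 and 0.5 and no call. Normalized CPM used the TMM factors of the 15 libraries. A gene with at most 3 counts in every library of a group was taken to be at the limit of detection in that group.

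Summed counts per library were between 17001352 and 18918686 in the control, IL-4 and IL-4/IL-6 groups, between 17198060 and 18842203 in IL-13 (median 18467651) and between 17806244 and 18676279 in IL-13/IL-6 (median 18497754). The biological coefficient of variation was 10.9% between the IL-13 replicates and 7.37% between the IL-13/IL-6 replicates.

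The PCA used log2 CPM with a prior count of 2. FPKM levels of enhanced and suppressed targets in IL-4 were compared with a permutation test (100000 resamples). The share of chemokine genes was tested with Fisher's exact test against all IL-4-induced genes. Lists of genes raised by ERK signaling, by STAT3 and by interferon, and the list of all chemokine genes, were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), with fry and with camera with an estimated correlation. Lists of marker genes of granulocytes and their precursors, megakaryocytes and platelets, basophils with mast cells and eosinophils, stromal cells, B cells, T cells, erythroid cells and macrophages, and a list of cell cycle genes, were written after single genes of these kinds had been seen in the results.

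The genes named in the text were chosen by a rule set in advance: the genes the paper names in mouse cells, the members of the lists above, the chemokine genes among the enhanced targets, the 10 enhanced and 10 suppressed targets with the largest changes and separate replicates, and the 5 largest changes among the IL-4-induced genes, among the genes induced by IL-4/IL-6 only, and in each direction of the interaction. Members of the marker lists were added to these. The alternatives were DESeq2 1.42.0 with its size factors (Wald test), upper-quartile normalization, other filters on low counts, a replicate block, a fit of all 15 libraries, tests against the fold-change threshold (glmTreat), other definitions of induction, other scales and gene sets for levels and the PCA, and the omission of each library in turn. A correction for GC content and gene length (smooth trends per library with 5 degrees of freedom, entered as offsets) and a fit without the control libraries were added after seeing the data. GC content was known for 13669 of the 13685 tested genes and a length for all of them.

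The analysis was tested on simulated data. Counts of 13685 genes were drawn from the observed means and library sizes, with the dispersions of the joint fit in every group. In these counts, 200 genes were changed by known fold changes. Of these, 199 were called, 0 other genes passed both thresholds, 8 other genes passed the adjusted p alone, and the median error of the log2 fold change was 0.09. With DESeq2, 199 of the changed genes were called. The larger spread between the IL-4/IL-6 replicates was not simulated. All libraries in the count matrix were used. The published microarray data that the paper cites, the qPCR, flow cytometry and protein data, and gene ontology terms were not analyzed here.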

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

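The comparisons, the regroupings of libraries and the named gene lists were set before the data were examined, and the correction for GC content and gene length and the simulation of IL-4 and IL-13 without effect were added after the data were seen. The regroupings were drawn within the libraries that each comparison uses. No sequencing batch is given in the labels or the paper, so none was tested, and the authors' counting, which is not described, was not tested either.

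The paper's RNAseq section does not report on the libraries from cells treated with IL-13 or with IL-13 and IL-6, and these held a signal above the control libraries. IL-13 induced 255 genes over control (adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change above 2), and 216 of them were also induced by IL-4 in the same fit of 15 libraries. Both lists share the control libraries. In 20 simulations with IL-4 and IL-13 without effect, the IL-13 list held 0 genes every time, so an overlap of 0 was fixed. A median of 697.5 genes then had an unadjusted p under 0.05 for IL-13 over control. Chance differences from the shared controls thus gave no IL-13-induced genes at these thresholds, and their overlap was not measured. Of the 10 splits of the control and IL-13 libraries into 3 and 3, only 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.05. Library totals argue against depth as the source, since the median total was 18467651 in IL-13 and 17458609 in control, a difference far below the fold-change threshold. After correction for GC content and gene length, 302 genes were induced, so a trend with these properties is not the whole source. The counting of paralogs, and other cells in the control cultures (see the marker genes under the other observations), bear on single genes and remain open. An effect of IL-13 that overlaps with that of IL-4 is the biological explanation that the design names. The paper reports induction of *Arg1* by both cytokines by qPCR and flow cytometry. For the genes at large this explanation remains a hypothesis.

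Addition of IL-6 to IL-13 changed 3563 genes by the same test, 1684 higher and 1879 lower, of which 228 and 270 were beyond a log2 fold change of 1.5. Again 1 of the 10 splits of the 6 libraries gave as many genes, the real one. The correction for GC content and gene length raised the number to 4345, and the other normalizations gave 3723 (DESeq2) and 3584 (upper quartile), so these trends and scalings do not account for the signal. The balance of directions depended on the processing, with 2365 genes higher and 1980 lower after the correction. With one library left out the number was between 2902 and 4167. For *Arg1*, the paper reports by qPCR and flow cytometry that IL-6 enhanced induction by IL-13 in a pattern similar to that with IL-4. Those experiments included a group treated with IL-6 only. In the RNAseq, *Arg1* rose from 929.2 normalized CPM in IL-13 to 5698 in IL-13/IL-6. For the genes at large, an effect of IL-6 in the presence of IL-13 remains a hypothesis. Without RNAseq of cells treated with IL-6 only, it cannot be separated from an effect that needs no IL-13.

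The effect of IL-6 differed between IL-4 and IL-13 in 1065 genes, by a test of the difference itself (the contrast of IL-4/IL-6 over IL-4 minus IL-13/IL-6 over IL-13 in the fit of 15 libraries, adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 449 with a more positive and 616 with a more negative effect with IL-4. Among 100 assignments of the kind of cytokine within each IL-6 status, the real one included, 6 gave at least as many genes. The 5 others exchanged all or most libraries of one IL-6 status and gave up to 5060 genes. Such assignments carry the difference between IL-4 and IL-13 into the contrast, so this count decides nothing, and whether grouping alone gives as many genes remains open. Trends with GC content and gene length are not the whole source, since 1495 genes passed after their removal. The IL-4/IL-6 and IL-13 libraries were the least alike within their groups, and the number ranged from 805 without IL-4 replicate 2 to 1405 without IL-4/IL-6 replicate 2. The larger count of negative differences rests partly on the processing, with 352 positive and 757 negative under upper-quartile normalization and 689 and 806 after the GC content and gene length correction. The doses of IL-4 and IL-13 were not matched, so a difference in kind and a difference in strength of the cytokines may both contribute and were not separated.

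Among genes with clear counts, *Dusp6* rose with IL-6 more in the presence of IL-4 (from 58.9 to 146.4 normalized CPM) than of IL-13 (from 101.9 to 129.5), with an interaction of 0.97 on the log2 scale (standard error 0.0882, adjusted p = 2.48e-06, edgeR). *Il4ra* had an interaction of 1.08 (adjusted p = 3.21e-06), *Cebpd* 1.53 (adjusted p = 8.63e-05), *Stap1* -1.41 (adjusted p = 1.95e-06) and *Arg1* -0.76 (adjusted p = 0.00115). Among the 1065 genes, the largest fitted interactions were those of *Vegfd*, *Ogdhl*, *Dusp14*, *Fcrlb* and *Slamf1* (positive) and *Cyp1b1*, *Cyp2s1*, *Lrrc17*, *Trem1* and *Clec4b1* (negative). All of these except *Slamf1* had at most 3 counts in every library of at least 1 group, so the size of their interaction depends on the prior count. These are results of the same test on the same libraries, and no further explanation was tested for them.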

How the results depend on the processing

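Of 336 values of 21 named genes for IL-4/IL-6 over IL-4 under 16 alternatives, all kept their direction and their side of the adjusted p of 0.05. Of 322 values of the counts, tests and shares under the alternatives, 293 stayed on the same side or within 1.5 times the value reported, or for the share of the first principal component within the SD of the fits that each left out one library. The others follow, and the cause was not tested unless the alternative itself gives it.

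Testing against the fold-change threshold itself (glmTreat) asks for more evidence by construction and left 193 IL-4-induced genes, 318 genes induced by IL-4/IL-6, 23 enhanced and 15 suppressed targets, all of them among the genes reported. Wider definitions of induction add genes by construction. With induction by IL-4 at a log2 fold change above 1 there were 130 suppressed targets, with induction by either treatment 164 enhanced targets, and with no requirement of induction 303 enhanced and 569 suppressed. The 16 alternatives of tool, normalization, filter, block, GC and length correction and libraries kept 39 of the 49 enhanced and 40 of the 54 suppressed targets in each of them.

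With DESeq2, upper-quartile normalization, the other filters, the fit of 15 libraries and the GC content and gene length correction, the IL-4-induced genes numbered 342 to 477, those induced by IL-4/IL-6 456 to 642, the genes in both lists 231 to 307 and the enhanced targets 47 to 59. The number of genes changed by IL-6 co-addition with IL-4 was 5381 with DESeq2, 5147 with upper-quartile normalization, 5507 without a filter, 6199 after the GC content and gene length correction and 4355 without the control libraries. The share of these that were higher moved from 46.6% to 58.1% with that correction, and was 38.6% with upper-quartile normalization, so the balance of directions depends on the scaling. The largest median shift of a gene's log2 fold change from TMM was 0.0917 (IL-4 over control after the GC content and gene length correction), over DESeq2's size factors, upper-quartile normalization and that correction, in IL-4 over control, both effects of IL-6 and the interaction. For IL-4 over IL-13 the share higher moved from 40.4% to 51.8% with the correction, and for the interaction from 42.2% to 31.7% with upper-quartile normalization and 31.5% without a filter.

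Across the fits that each left out one library, there were 370 to 395 IL-4-induced genes, 503 to 539 induced by IL-4/IL-6, 254 to 276 induced by both, 246 to 275 induced by IL-4/IL-6 only, 48 to 52 enhanced, 53 to 63 suppressed and 93 to 116 not changed targets, and 4245 to 6251 genes changed by IL-6 co-addition. IL-13-induced genes numbered 262 to 286, and 73.5% to 85.7% of the enhanced targets were higher with IL-6 and IL-13. The genes that differed between IL-4 and IL-13 ranged from 1088 without IL-13 replicate 3 to 2915 without IL-13 replicate 1, against 1779 with all libraries. The number was also 2865 without IL-4/IL-6 replicate 2, 1167 without IL-4 replicate 2, 1128 without IL-4 replicate 3 and 1149 without IL-13 replicate 2, so it rests on single libraries. The share of the first principal component ranged from 69.55% to 77.3%, with the lowest values (69.55% to 69.75%) without a control library, and was 86.7% with the 500 most variable genes and 60.4% with all 15 libraries, each of which changes the variance that is shared out.

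The difference in level between enhanced and suppressed targets was reversed on the linear scale (61.9 FPKM, p = 0.0441 by the permutation test), on which highly expressed genes weigh most, and passed 0.05 with suppressed targets defined below -1 (-1.34, p = 0.0205). As CPM it was -0.74 (p = 0.265, permutation test), and without one IL-4 library between -0.583 and -0.517 (p from 0.383 to 0.44), all by permutation tests.

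For the ERK list the unadjusted p of limma's camera was 0.96 and that of fry 0.00566. The direction was reversed with the replicate block (a p of 0.989) and in 4 of the 6 fits without one library, which gave p-values from 0.734 to 0.989. With an estimated correlation, camera no longer called the interferon-stimulated genes (a p of 0.205) or the chemokine genes (a p of 0.25), while the STAT3 list kept its call under each alternative run.

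Replicate numbers were checked as possible pairs. Of 30 pairs of libraries with the same number in different groups, 3 had a correlation of their deviations from the group mean above 0.1, in a range from -0.276 to 0.163. A pair of unlike number, IL-4/IL-6 replicate 2 and IL-13 replicate 1, reached 0.393. The numbers thus gave no sign of pairs. A shared animal or culture is not excluded, since counting noise adds to these deviations. The block gave 366 and 501 induced genes, 48 enhanced, 54 suppressed and 104 not changed targets, and 4980 genes changed by IL-6 co-addition.

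Depth limits the genes near 3 counts. Of the 366 IL-4-induced genes, 69 had at most 3 counts in each control library, so that only lower bounds of their fold changes can be given.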

Differences from the paper's values

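For expression in IL-4, the paper reports P = 0.064 between the IL-6-enhanced and the IL-6-suppressed targets, with a trend to higher levels in the enhanced group. The value here was p = 0.417 on the log2 FPKM scale (permutation test), with the enhanced group lower. The comparisons are not alike. The paper used an unpaired t test on FPKM, 41 enhanced genes and suppressed genes without a stated threshold. On the log2 scale, enhanced genes with few counts in IL-4, such as *Car4*, also lower the group's mean. Of the alternatives set before the data were examined, the linear scale gave p = 0.0441, within 1.5 times the paper's value and with the enhanced group higher. The others did not come within that range, with p = 0.265 as CPM, 0.0205 with suppressed targets defined by a log2 fold change below -1, and 0.383 to 0.44 with one IL-4 library left out, by the same permutation test.

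The numbers of induced and enhanced genes were within 1.5 times those of the paper. The paper's number of genes common to both treatments, 256, was also the number here with IL-4 replicate 3 or with IL-4/IL-6 replicate 1 left out. The paper's number of uniquely induced genes, 221, is also the number here of genes induced by IL-4/IL-6 only that were higher in IL-4/IL-6 than in IL-4 with an adjusted p under 0.05. In the paper's own numbers, the genes induced by co-treatment minus those common to both leave 321.

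The paper states, from qPCR, that IL-6 co-addition did not enhance the induction of Ym1 by IL-4. In the RNAseq counts, *Chil3*, which encodes Ym1, rose from 548.4 normalized CPM in IL-4 to 1541 in IL-4/IL-6, a log2 fold change of 1.45 (adjusted p = 7.38e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Chil3* has close paralogs, among them *Chil4*, whose reads could have been counted on it.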

Other observations

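The comparisons between groups and the rule for the genes named in the text were set before any result was seen. So were the regroupings of libraries and the tests of the gene lists fixed in advance. All other tests in this part, among them those on the marker and cell cycle lists, were chosen only after the result was seen.

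The numbers of genes in the comparisons of 3 libraries with 3 were set against the 10 splits of the same 6 libraries. For the IL-4-induced genes, the genes induced by IL-4/IL-6, the genes changed by IL-6 co-addition and the genes that differed between IL-4 and IL-13 (719 higher and 1060 lower in IL-4, with a total of 1088 without IL-13 replicate 3 and 2915 without IL-13 replicate 1), 1 of 10 splits gave as many, the real one, and a design of this size cannot give a share under 0.05. For the lists made from 3 groups, 100 assignments of the 9 libraries were used, the real one included. As many genes were found in 4 of 100 for the genes induced by both treatments, 1 of 100 for those induced by IL-4/IL-6 only, 1 of 100 for the enhanced targets, 3 of 100 for the suppressed targets and 5 of 100 for the targets not changed. For the genes induced by both treatments and for the targets not changed these counts decide nothing. Assignments that mix the IL-4 and IL-4/IL-6 libraries remove differences between them and so raise both numbers. The largest number of genes induced by both treatments in another assignment was 317, against 252 in the real one. One of the other assignments with as many suppressed targets had the real groups under other names.

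IL-6 co-addition moved the list of 10 STAT3 target genes upward (limma's camera, Benjamini-Hochberg adjusted p = 1.57e-07 over 4 lists). Of the 9 genes tested, 8 were higher and 1 lower over all genes tested, and 8 and 1 adjusted over the list alone, with a median log2 fold change of 1.86. *Il4ra* rose from 35.7 ± 1.71 normalized CPM (SD, n = 3) in IL-4 to 2312 ± 253 in IL-4/IL-6 after a fall from 90.3 in control, and *Socs3* had a log2 fold change of 6.21 (adjusted p = 1.75e-10, edgeR) between IL-4/IL-6 and IL-4. The paper follows *Socs3* and *Il4ra* as STAT3-associated targets by qPCR. The list of 12 interferon-stimulated genes moved downward (limma's camera, adjusted p = 0.00253), with 1 gene higher and 7 lower over all genes and 1 and 9 adjusted over the list alone. With IL-6 and IL-13 the same list went both ways, with 7 genes higher and 5 lower (median log2 fold change 0.10), and the interaction was negative in 11 of the 12 genes (median -0.86). The direction with IL-6 and IL-13 rests on IL-13/IL-6 replicate 3, without which 2 genes were higher and 10 lower (median -0.45), while the interaction was still negative in 11 of the 12 genes with a smaller median of -0.27. The median with IL-6 and IL-13 was 0.02 without IL-13 replicate 1, and 0.23 and 0.24 without IL-13/IL-6 replicates 1 and 2. The 20 chemokine genes moved upward (limma's camera, adjusted p = 0.0131), with 8 higher and 4 lower. The calls for all 3 lists held under fry (adjusted p of 5.69e-09, 0.00136 and 6.45e-05), and with an estimated correlation only that of the STAT3 list did (adjusted p = 0.00498, against 0.333 for both others). As small a p was found in 1 of 10 splits of the IL-4 and IL-4/IL-6 libraries for the STAT3 list, 1 for the chemokine genes, 3 for the interferon-stimulated genes and 9 for the ERK list. No biological explanation was tested for these lists.

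The IL-4/IL-6 replicates differed more than those of the other groups, with a common dispersion of 0.0219 against 0.00204 in control and 0.00208 in IL-4. A difference in depth is not the source, since the largest total was 1.065 times the smallest in IL-4/IL-6 and 1.075 times in control. After removal of trends with GC content and gene length the dispersion was still 0.0138, against 0.00181 and 0.00159, so these trends are not the whole source. They may be part of it, since they explained 11.4% of the deviation of IL-4/IL-6 replicate 2 from its group and 11.6% of that of IL-13 replicate 1, with correlations with log length of -0.305 and -0.308 across genes. Whether IL-6 makes cultures vary cannot be told apart from the variation of single cultures with 3 per group, since the dispersion of IL-13/IL-6 was 0.00544, below the 0.0118 of IL-13.

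Transcripts typical of other cells were present in the control libraries and lower in all cytokine-treated ones. In 4 lists, 30 of 33 tested markers were lower in IL-4 than in control by more than 2 on the log2 scale. For granulocytes and their precursors it was 11 of 12 (median -7.08, or -6.46 with genes at the limit of detection at their bound), for megakaryocytes and platelets 9 of 10 (median -6.55, -5.91 at the bound), for basophils, mast cells and eosinophils 6 of 7 (median -6.59, -2.87 at the bound), and for stromal cells 4 of 4 (median -9.28, -4.74 at the bound). Of the B cell markers 5 of 6 tested were lower (median -2.86) and of the T cell markers 1 of 3 (median -1.03), and 0 of 10 erythroid markers had enough counts to be tested. The most abundant markers in control were *Ppbp* (165.9 normalized CPM), *S100a9* (156.4), *Ngp* (130.4), *Itga2b* (114.0) and *Ltf* (81.8), and *Mmp8* did not fall (22.6 in control and 23.9 in IL-4). The directions were the same under DESeq2's size factors, upper-quartile normalization and the GC content and gene length correction.

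Library scaling is argued against by the 12 macrophage markers, which had a median of -0.27, with 2 lower by more than 2 (*Mertk* and *Cybb*). A difference in depth is argued against by the totals, since the median total of control was 0.947 times that of the cytokine libraries. That 30 of 33 markers fell together is in line with other cells in the control cultures, a hypothesis found and tested on the same libraries. Loss of these cells under the cytokines and separately grown control cultures cannot be told apart, since the design has 1 set of controls, and the granulocyte markers summed to at most 28.2 normalized CPM in any cytokine library against at least 564 in each control library. Repression of these genes by the cytokines within macrophages cannot be told apart either, since 18 of the 33 markers were at the limit of detection in every IL-4 library.

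Across 13938 genes, the effects of IL-6 with IL-4 and with IL-13 correlated (Pearson r = 0.694, Spearman rho = 0.671), across genes, which are not independent replicates. The comparisons share no library. Of the 2964 genes past an adjusted p of 0.05 in both, 2929 (98.8%) had the same sign. A trend with GC content or gene length is not the source of the similarity, since r was 0.693 after its removal. All 49 enhanced targets had positive changes with IL-6 and IL-13, 40 of them (81.6%) with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 35 above a log2 fold change of 1.5, and the interaction was past the threshold in 10 of them, positive in 7 and negative in 3. All 54 suppressed targets had negative changes, 38 of them past the adjusted p and 21 also below a log2 fold change of -1.5, and the interaction was negative in 15 and positive in 0. Both sets were chosen by the change in IL-4/IL-6 over IL-4, which is itself part of the interaction. This choice favors positive interactions in the enhanced and negative ones in the suppressed targets. The directions of the interaction in these sets therefore decide nothing. Whether this response to IL-6 needs IL-4 or IL-13 was not tested by RNAseq, which has no group treated with IL-6 only. The paper's qPCR had such a group, and the selected markers were not significantly induced in it.

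All 15 genes of the cell cycle list were lower with IL-6 in the presence of IL-4 (median log2 fold change -1.42, adjusted p under 0.05 in 15 of 15) and of IL-13 (median -1.29, 15 of 15), with the same directions under DESeq2's size factors, upper-quartile normalization and the GC content and gene length correction. *Mki67* fell from 142.3 normalized CPM in IL-4 to 50.0 in IL-4/IL-6. Trends with GC content and gene length are not the whole source, since the median was -1.35 after their removal. Fewer dividing cells with IL-6 are a candidate explanation, found and tested on the same libraries, and cell numbers were not available. In IL-4 over control the list went both ways, with *Mcm2* higher by 2.55 and *Mki67* at -1.54 on the log2 scale.

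Counts at the limit of detection in control are not the main source of the IL-4-induced genes, since 69 of the 366 had at most 3 counts in each control library. *Retnla*, which encodes Fizz1 and which the paper followed by qPCR, fell from 728.8 ± 52.7 normalized CPM (SD, n = 3) in IL-4 to 399.3 ± 120 in IL-4/IL-6, a log2 fold change of -0.91 (standard error 0.159, adjusted p = 0.000967, edgeR). In IL-13/IL-6 replicate 3, all 12 interferon-stimulated genes were higher than in replicates 1 and 2, with a median ratio of 2.20 to their mean, and no explanation was tested.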
